# Chronic low-dose exposure to a mixture of environmental endocrine disruptors induces microRNAs/isomiRs deregulation in mouse concomitant with intratesticular estradiol reduction

**DOI:** 10.1038/s41598-017-02752-7

**Published:** 2017-06-13

**Authors:** Julio Buñay, Eduardo Larriba, Ricardo D. Moreno, Jesús del Mazo

## Abstract

Humans are environmentally exposed not only to single endocrine-disrupting chemicals (EDCs) but to mixtures that affect their reproductive health. In reproductive tissues, microRNAs (miRNAs) are emerging as key targets of EDCs. Here, we analysed changes in the testis “miRNome” (and their biogenesis mechanism) in chronically exposed adult mice to a cocktail of five EDCs containing 0.3 mg/kg-body weight (BW)/day of each phthalate (DEHP, DBP, BBP) and 0.05 mg/kg-BW/day of each alkylphenol (NP, OP), from conception to adulthood. The testis “miRNome” was characterised using next-generation sequencing (NGS). Expression levels of genes involved in miRNA biogenesis were measured by RT-qPCR, as well as several physiological and cytological parameters. We found two up-regulated, and eight down-regulated miRNAs and thirty-six differentially expressed isomiRs along with an over-expression of *Drosha*, *Adar* and *Zcchc11*. A significant decrease of intratesticular estradiol but not testosterone was detected. Functional analysis showed altered spermatogenesis, germ cell apoptosis and negative correlation of *miR-18a-5p* with *Nr1h2* involved in the deregulation of the steroidogenesis pathway. Here, we present the first association between miRNA/isomiRs deregulation, their mechanisms of biogenesis and histopathological and hormonal alterations in testes of adult mice exposed to a mixture of low-dose EDCs, which can play a role in male infertility.

## Introduction

Endocrine-disrupting chemicals (EDCs) have been described as “an exogenous substance or mixture that alters function(s) of the endocrine system and consequently causes adverse health effects in an intact organism, or its progeny, or (sub) populations”^1, 2^. Hundreds of compounds have been considered potential EDCs but only recently, scientific criteria have been established to determine its effects and legislate its use^3, 4^. Male reproductive systems, in particular, are reported to be a relevant target of EDCs^5^.

EDCs vary in its chemical nature and mechanisms of action. In fact, defined profiles of deregulation including transcriptome patterns have been associated with exposure to a single EDC^6^, despite environmental exposure involving the intake of mixtures of different compounds. Since most studies on EDCs effects are done on a single compound, an underestimation of the combined EDCs risk has emerged as an exposure to mixtures is currently prevalent, generally at low doses^7^.

Alkylphenols and phthalates are common EDCs that industries use for the manufacture of a wide range of products, such as bottles, food packaging, personal care products, and cleaners. The most commonly used alkylphenols are nonylphenol (NP) and octylphenol (OP) while six phthalates are present in consumer products: di-(2-ethylhexyl) phthalate (DEHP), diisononyl phthalate (DINP), dibutyl phthalate (DBP), diisodecyl phthalate (DIDP), di-n-octyl phthalate (DnOP), and benzyl butyl phthalate (BBP or BzBP). In spite of the fact that these compounds can be combined to give plastic different properties, their leakage from the containers made of this material are a concern to the environment^8, 9^. Thus, humans are chronically exposed to low-doses of combinations of alkylphenols and phthalates throughout their lives. To support this statement, there are data showing that these chemicals are present in human samples such as blood, breast milk, urine, amniotic fluid, and semen^10^, and even in complex developmental organs such as the placenta^11^. Alkylphenols and phthalates are considered EDCs since *in vivo* studies have shown that exposure (individual or in mixture) to them correlates with changes in reproductive hormones levels such as testosterone and/or estradiol along with transcriptional modifications of genes that encode proteins involved in the steroidogenic pathway such as *Star*, *Cyp11a1*, *Cyp17a1*, *Hsd3b1*, *Cyp19a1* and transcriptional factors controlling those genes (e.g. *Sp1*). Thus, to unveil the molecular mechanism of endocrine disruption it is necessary to understand how alkylphenols and phthalates deregulate the gene expression of the steroidogenic pathway.

The effects of phthalates and alkylphenols at doses below acute toxicity could not only be due to a deregulation at the transcriptional level but also to changes in the fine regulatory post-transcriptional systems that mediate them. MicroRNAs (miRNAs) are small, endogenous non-coding RNAs (ncRNAs), usually 20–25 nucleotides long and evolutionarily well-conserved across metazoans^12^. They comprise a mechanism of negative regulation of gene expression in a sequence-specific manner that is present in all cells and developmental processes and could play a part in diverse pathologies. Although some aspects of their processing are still poorly understood, most of their basic biogenesis including the canonical and functional variants (isomiRs), is well established^13, 14^.

In testes, genetic ablation of *Drosha* or *Dicer* (two gene-encoding enzymes involved in miRNAs biogenesis) in Sertoli and germ cells leads to a severe impairment of spermatogenesis^15, 16^ and a serious deregulation of miRNAs processing and gene expression. In humans, certain male reproductive dysfunctions are associated with the aberrant expression of specific miRNAs^17, 18^.

The effects of various EDCs on the deregulation of some miRNAs and consequently on its mRNAs targets have already been studied. Evidence *in vitro* ^19, 20^ and *in vivo* ^21^ indicates that exposure to a single EDC can deregulate the expression of specific miRNAs. However, there has been no assessment of the outcomes of an exposure to a mixture of EDCs commonly present in the environment, such as phthalates and alkylphenols, on the ‘miRNome’ or on the miRNAs biogenesis in testes.

Therefore, our general aim was to determine the consequences of a chronic exposure to a mixture of phthalates and alkylphenols on the testes of male mice and in particular to study the changes in the expression pattern of miRNA/isomiRs which act as regulators of gene expression in testes. We also assessed testis damage and changes in the genes responsible for encoding proteins that are involved in the biogenesis, processing, editing, stability, or degradation of miRNAs.

## Results

### Exposure to a mixture of EDCs changed the testes histology and increased germ cell apoptosis

Adult male mice exposed to a mixture of phthalates and alkylphenols (Fig. 1) presented higher body weight when compared to control mice. However, testis relative weight, diameter and epithelium height of seminiferous tubules was lower in exposed mice (Fig. 2A–C). Regarding testis histology, we observed that exposed mice presented degeneration of seminiferous tubules and hypertrophy/hyperplasia in some areas of the Leydig cells (Fig. 2D, arrows). In addition, exposed animals presented an increase of seminiferous tubules with germ cells exfoliated towards the tubular lumen and tubules without lumina together with a decrease of the frequency of stages VI–VII of the seminiferous epithelium cycle. Moreover, a significant number of seminiferous tubules could not be assigned to any specific stage (see Supplementary Fig. S1). Previous studies have demonstrated that some of the EDCs used in this work, when administered individually, induced germ cell apoptosis in male rats^22^. We show here that the number of pyknotic cells and caspase-3 positive cells, significantly increased in the testes of exposed animals compared to control animals (Fig. 2E,F).

**Figure 1:**
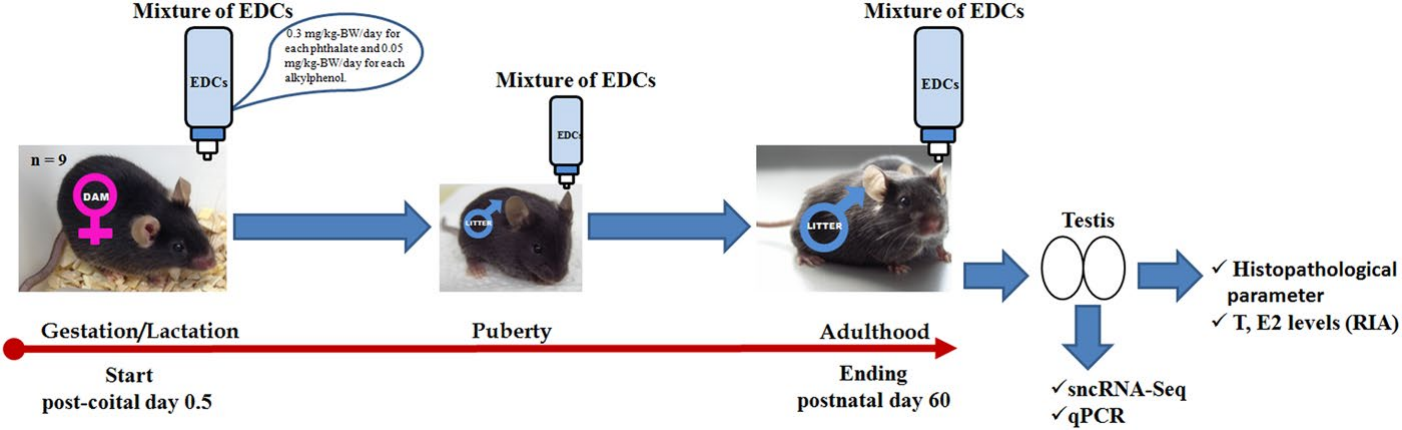
Schematic diagram of the experimental design. C57BL/6J mice were treated as described in the material and methods section. Mice chronically exposed to EDCs-mixture and control mice were sacrificed on postnatal day 60 at which testes were harvested. We quantified intratesticular testosterone and estradiol levels by RIA, histological alterations, expression of mRNAs by RT-qPCR and miRNAs/isomiRs expression by sncRNA-Seq and RT-qPCR.

**Figure 2:**
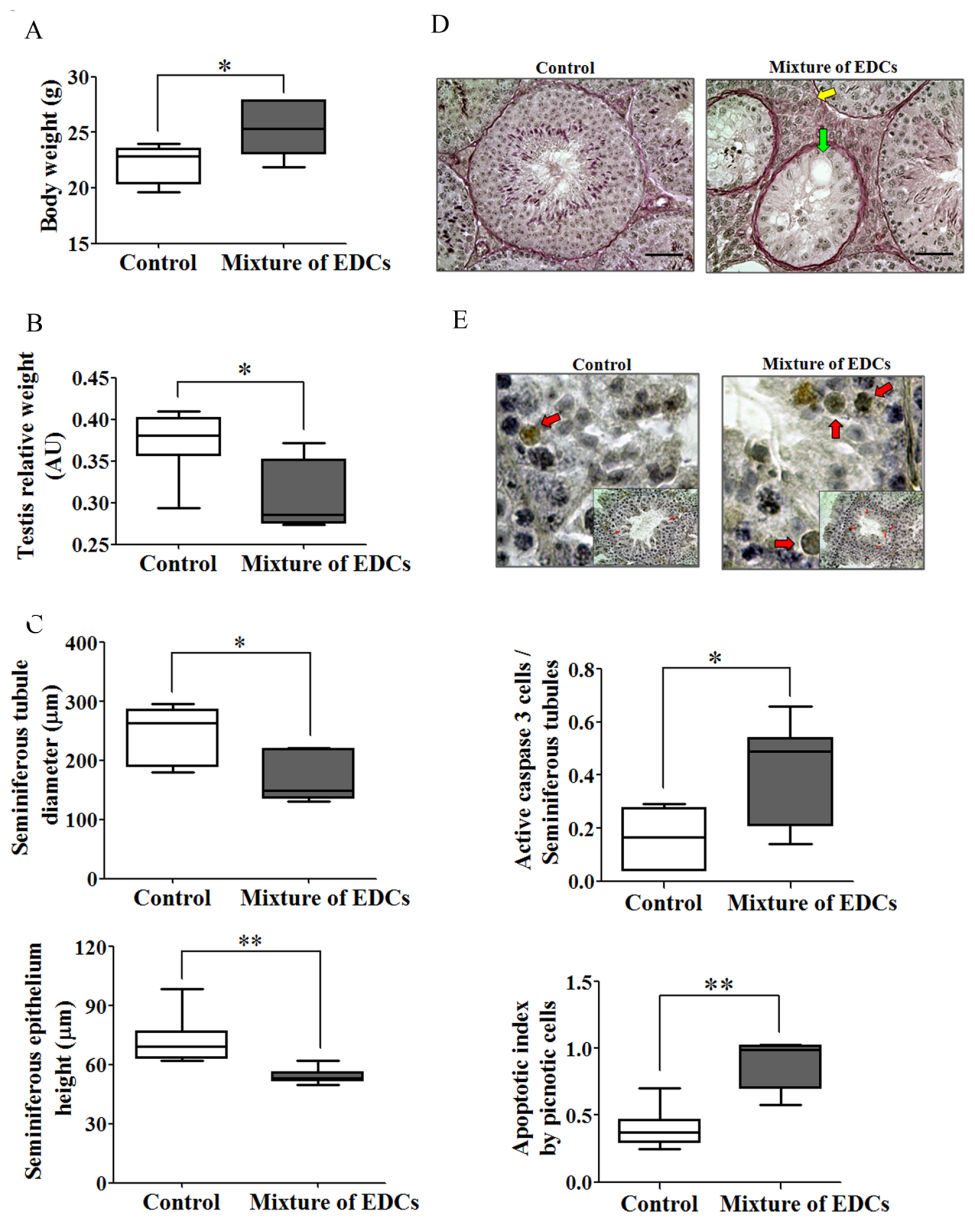
Testes injury and germ cell apoptosis in mice exposed to the mixture of EDCs. (**A**) Mouse body weight. (**B**) Relative weight of testis. (**C**) Morphometric analysis of seminiferous tubules (diameter and epithelium height). (**D**) Representative picture of PAS/hematoxylin staining of seminiferous tubules, yellow arrow shows Leydig cell lesion (hypertrophic/hyperplastic) and green arrow shows seminiferous tubule degeneration. (**E**) Representative pictures of caspase-3 positive germ cells (red arrow) in seminiferous tubules and quantification of the number of caspase-3 positive germ cells and pyknotic cells. All graphics represent the mean ± SEM. For A-B) control group n = 9, EDCs mixture exposed group n = 6. Abbreviation: AU, arbitrary units. (**C**) Control and EDCs mixture exposed group n = 6, Mann–Whitney U test, *p < 0.05; **p < 0.01. (**D–E**) Control group n = 4, EDCs mixture exposed group n = 3 (100 seminiferous tubules), Mann–Whitney U test, *p < 0.05, **p < 0.01.

Furthermore, exposed mice showed a decrease in intratesticular estradiol levels but not in testosterone levels (Fig. 3A), which suggested deregulation of genes involved in the biosynthesis of these hormones, such as the transcription factor *Sp1*, cholesterol transporter to the mitochondria (*Star*), and/or enzymes of the steroidogenic pathway (*Cyp11a1*, *Cyp17a1*, *Hsd3b1*, *Cyp19a1*). Using RT-qPCR, we quantified the mRNA levels of these genes, in control and exposed mouse testes. The mRNA levels of *Star* and *Cyp17a1* were up-regulated in exposed animals, whilst those of *Sp1* and *Cyp11a1* were down-regulated (Fig. 3B). There were no significant differences in *Hsd3b1* mRNA expression (Fig. 3B). Since the enzyme aromatase (Cyp19a1) is involved in estradiol synthesis from testosterone, and male reproductive disorders may originate in foetal life or childhood, we assessed the expression of *Cyp19a1* in different periods of gonadal development in control and exposed mice. Besides adult animals, we measured *Cyp19a1* on: 1) post-coital day (dpc) 14.5, when steroid production in testis begins; 2) postnatal day (dpn) 3, when steroid production reaches low levels and 3) adulthood. We found that *Cyp19a1* expression in testes of exposed mice decreased during neonatal development and adulthood, but no change in early embryonic gonads development was detected (Fig. 3C).

**Figure 3:**
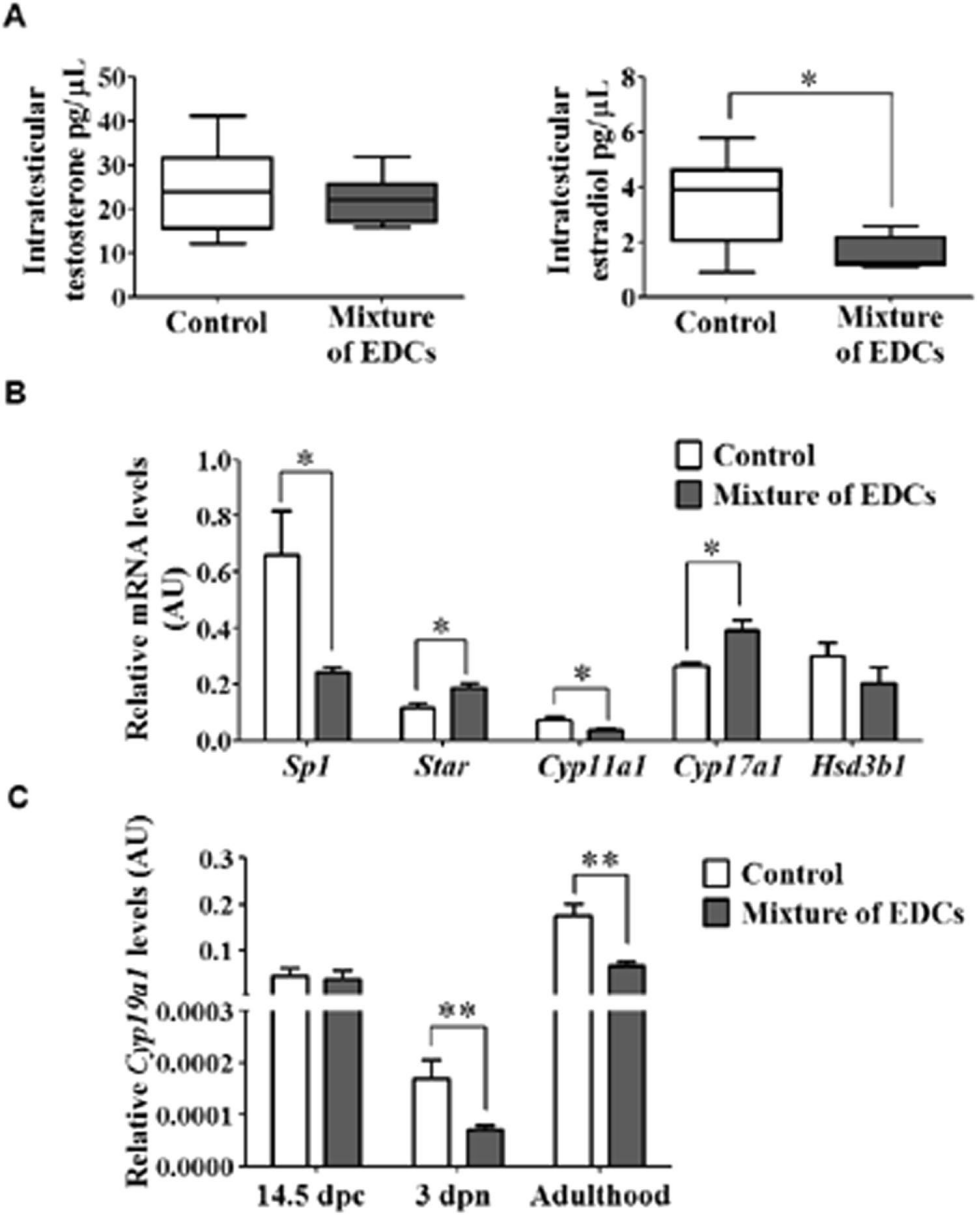
Steroidogenic-pathway enzyme deregulation and estradiol decrease in mice exposed to the mixture of EDCs. (**A**) Testosterone and estradiol levels of seminiferous tubular fluid were measured by RIA, two individual measures per testis (right and left) run in duplicate. (**B**) RT-qPCR of genes implicated in the steroidogenic process. (**C**) *Cyp19a1* expression levels in embryonic gonads of male mice on post-coital day (dpc) 14.5, postnatal day (dpn) 3, and adult mouse testes at postnatal day 60. All graphics represent the mean ± SEM, n = 4. Unpaired t test, *p < 0.05, **p < 0.01. Abbreviation: AU, arbitrary units.

Experimental data showed that chronic exposure to a mixture of five different compounds (DEHP, DBP, BBP, NP, and OP) induced significant hormonal and histological alterations in mouse testes, particularly in the expression of genes that encode proteins involved in steroidogenesis. Also, significant increase in the proportion of apoptotic germ cells was observed. This supports the hypothesis that this cocktail of compounds behaves as an endocrine disruptor in male mice.

### A mixture of EDCs changes mRNA levels of genes involved in the biogenesis, editing, and stability of miRNAs

Previous studies have shown that miRNAs are important to testes biology since genetic ablation of *Dicer* or *Drosha* impairs its development and normal spermatogenesis^15, 16^. We wondered whether exposure to the mixture of EDCs could affect miRNAs biogenesis and function. To answer this question, we quantified the mRNAs expression levels of genes that encode proteins involved in pri-miRNAs processing (*Drosha*), nuclear export (*Xpo5*), stability/degradation (*Lin28, Zcchc11, Zcchc6, and Snd1*), editing (*Adar*) and processing of pre-miRNAs (*Dicer*, and *Ago2*).

We found significantly increased levels of *Drosha* and *Adar* mRNA in testes of exposed mice (Fig. 4A,B) and levels of *Zcchc11* mRNA, but not *Zcchc6*, two-fold higher than those found in control mice (Fig. 4C). mRNA levels of *Dicer*, *Xpo5*, *Ago2*, *Lin28b*, and *Snd1* were similar to those of control mice (Fig. 4A,B,C).

**Figure 4:**
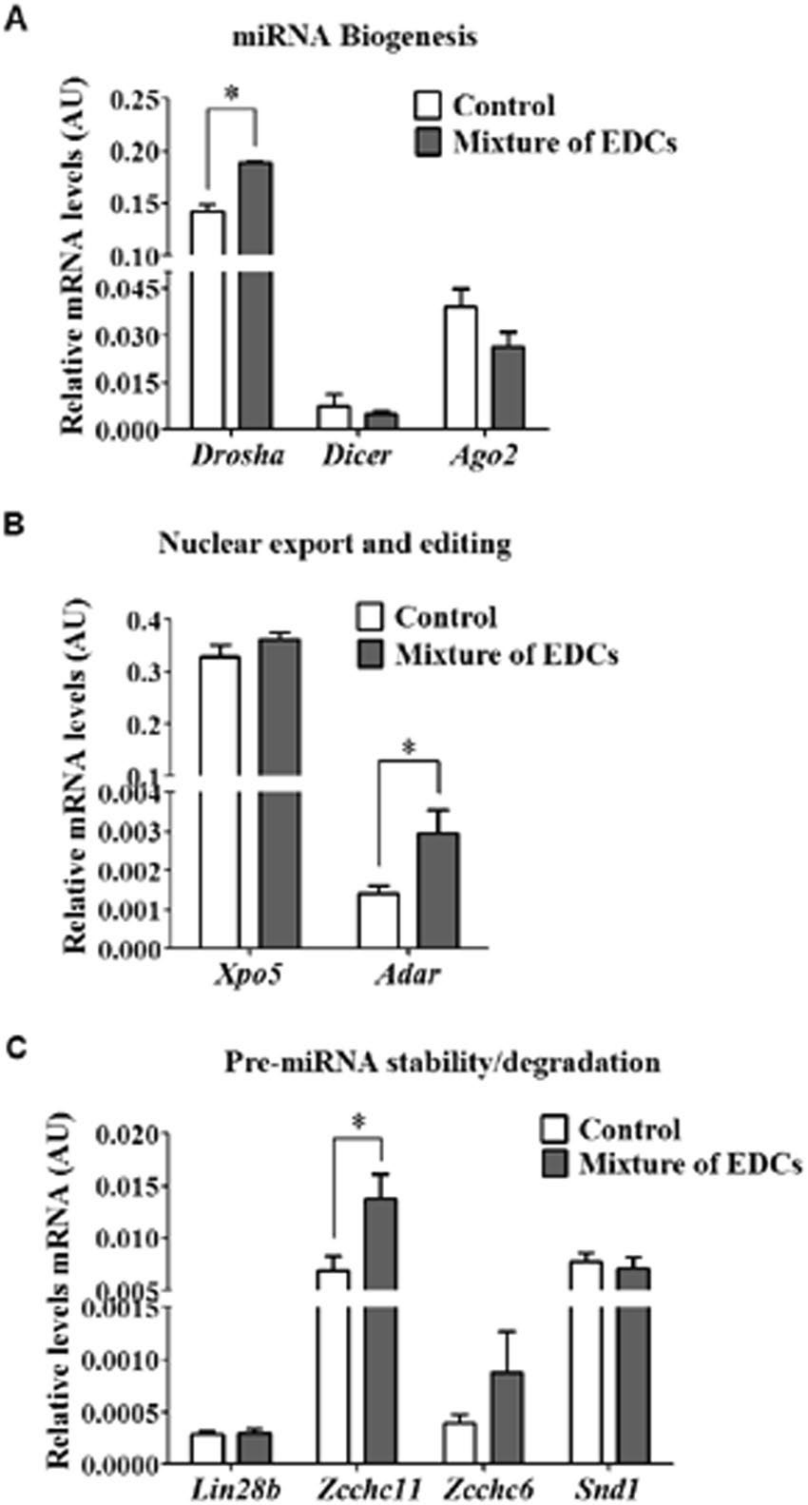
Exposure to the mixture of EDCs induces changes in the expression of genes that encode proteins involved in miRNAs biogenesis and function. RT-qPCR analysis of mRNA levels of genes that encode proteins involved in: (**A**) miRNAs biogenesis, (**B**) miRNAs nuclear export and editing, (**C**) pre-miRNA stability. Values represent the mean ± SEM, Mann–Whitney U-test, n = 3, *p < 0.05. Abbreviation: AU, arbitrary units.

These results suggest that exposure to a mixture of EDCs could affect the levels of some mRNAs which encode enzymes implicated in pri-miRNAs processing (*Drosha*), editing (*Adar*) and pre-miRNAs stability/degradation (*Zcchc11*), therefore promoting imbalance in the miRNA processing machinery and altering some miRNA functional levels. It could also point out to a novel mechanism of toxic stress response in the testes as a consequence of EDCs exposure.

### Exposure to an EDCs mixture changes the expression of a small group of miRNAs and isomiRs

Since we found out that some genes that encode proteins involved in the biogenesis and processing of miRNAs were deregulated in the testes of mice exposed to the EDCs mixture, we decided to perform next-generation sequencing (NGS) of sncRNA to analyse the miRNome in both exposed and control mice. 

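For sncRNA-Seq, RNA from the testes of mice at postnatal day 60 was pooled within each group (n = 3 in the paper, equal amounts of RNA), and each pool gave 1 library. The mixture of EDCs was given in the drinking water to the pregnant mothers from post-coital day 0.5 until weaning, and the male offspring studied here went on receiving it up to postnatal day 60. The mixture held 3 phthalates, which are plasticisers, each at 0.3 mg per kg and day, and 2 alkylphenols, which come from detergents, each at 0.05 mg per kg and day. Controls were given the vehicle over the same time, an estimated 0.25 g of DMSO and 0.06 g of ethanol per kg and day. The strain is C57BL/6J in the paper and C57BL/6 in the sample labels. The libraries were made from 1.5 µg of RNA (RIN above 9) and read on a MiSeq in the single-end mode at 65 nucleotides. The authors trimmed adapters, removed reads shorter than 12 nucleotides, aligned the rest to the mouse genome (mm10) with at most 3 mismatches and counted them on the mature miRNAs of miRBase v21. The counts per mature miRNA used here are whole reads that have not been normalised. They sum to 550261 reads in the control library and 501539 in the library of exposed mice, over 1905 mature miRNAs. Counts were divided by size factors from the median of ratios, the scaling of DESeq, which were 1.07 for control and 0.937 for exposed mice. The log2 ratio of exposed to control mice is given with its exact 95% interval (Clopper-Pearson) and a p from a 2-sided exact binomial test of the reads, adjusted by Benjamini-Hochberg over the 484 mature miRNAs with at least 10 reads in the libraries together. A miRNA is said to have risen or fallen if its adjusted p was under 0.05 and its log2 ratio was at least 0.5 in size. With 1 library per condition there is no replicate check: the test compares those libraries, not the conditions, and the pooling hides the spread between mice. Intervals cover the counting error of reads only. No molecular identifiers are named for these libraries. PCR copies of 1 molecule are not independent reads, so that intervals and p may be too small even for that error. At an unchanged level, 20 reads in the control library leave a log2 interval from −0.97 to 1.03, 200 reads one from −0.30 to 0.30, and 2000 reads one from −0.09 to 0.09. Reads of near-identical miRNAs, such as miR-465a, miR-465b and miR-465c, cannot be assigned with certainty in these counts. A read of a miRNA with more than 1 hairpin may be counted at each of them, so that its interval and p may be too small.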

After trimming and cleaning the sncRNA reads, we mapped them against the mouse genome. Using the miRNA genome coordinates from miRBase v21, we assigned the sncRNA sequences that were mapped into the categories: “precursor-miRNAs”, “canonical mature miRNAs”, and “non-canonical forms or isomiRs”.

Out of the 1193 miRNAs precursors and 1915 mature miRNAs presented in the mouse miRBase v21, we were able to detect 540 miRNAs precursors and 772 canonical mature miRNAs in samples of control mice, and 534 miRNAs precursors and 761 canonical mature miRNAs in samples of ECDs exposed mice (Table 1). 

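miR-34c-5p, which is abundant in meiotic and post-meiotic germ cells, took 8.32% of the mature miRNA reads in control mice and 7.59% in exposed mice. miR-143-3p, known from smooth muscle, took 6.26% and 6.60%, and miR-881-3p of an X-linked germ cell cluster took 4.98% and 4.68%. The 10 miRNAs with the most reads together took 37.8% of the reads in control mice and 38.7% in exposed mice, and 8 of the 10 were the same miRNAs in both. At least 1 read was found for 771 mature miRNAs in control mice and for 760 in exposed mice. The control library was the deeper one, and thinned at random to the total of the other it held 757 (mean of 100 draws), so that the order of these counts turned at equal depth. Of these, 663 were found in both libraries. Another 108 were found in control mice alone, none with more than 9 reads, and 97 in exposed mice alone, none with more than 7 reads. At this depth a miRNA with 0 reads may still take up to 0.000545% of the reads in control mice and up to 0.000598% in exposed mice (3 reads of the total), so that the miRNAs seen in 1 library alone were not shown to be absent from the other. A minimum of 5 reads, by contrast, left 26.0% and 25.0% of the mature miRNAs. Precursor miRNAs were not analysed here.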

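Of the 484 mature miRNAs tested, 3 rose and 11 fell in the testes of exposed mice, which is 2.89% of those tested. Among those that fell, miR-878-3p went from 2316 to 1318 reads (log2 ratio −0.63, 95% interval −0.73 to −0.53, adjusted p = 1.12e-35 from the exact binomial test) and miR-465a-3p from 1368 to 841 reads (−0.52, −0.64 to −0.39, adjusted p = 3.64e-15). Both belong to X-linked clusters that are expressed mainly in male germ cells. miR-878 lies on chromosome X of mm10 from 66801508 to 66801585 and miR-465a from 66839052 to 66839125. With scaling by TMM the log2 ratio of miR-465a-3p was −0.49, under the size minimum. Its near-identical copies miR-465b-3p (−0.36) and miR-465c-3p (−0.42) were lower as well, both under the size minimum. Reads cannot be assigned with certainty among these copies, so a larger fall of miR-465a-3p than of the others was not shown. miR-339-5p, from an intron of 3110082I17Rik on chromosome 5 (139369650 to 139369745), fell from 251 to 139 reads (−0.67, −0.98 to −0.36, adjusted p = 9.98e-05). miR-7218-3p fell from 151 to 83 reads (−0.68, −1.08 to −0.28, adjusted p = 0.00419). miR-133a-3p, a miRNA of striated muscle, fell from 103 to 56 reads (−0.69, −1.19 to −0.21, adjusted p = 0.0253). It has 2 hairpins, and reads counted at both would make this interval and p too small. miR-130b-5p rose from 98 to 129 reads (0.58, 0.19 to 0.98, adjusted p = 0.0178). It lies in an intron of 2610318N02Rik on chromosome 16 (17124061 to 17124142). A dispersion estimated over both libraries taken as 1 group was also used in place of counting error. edgeR's exact test then called 0 of the 484 miRNAs at an adjusted p under 0.05. At an unadjusted p of at most 0.05 it called 15, among them the miRNAs named here except miR-130b-5p. These 15 are a share of the 484 below 0.05, so they do not stand out from chance. Without the size minimum, 40 mature miRNAs were higher and 45 lower at an adjusted p under 0.05, a split that depended on the scaling: it was 34 higher and 69 lower with scaling by total reads, and 47 higher and 39 lower with TMM. The counting error of deep miRNAs is so small that 71 of these 85 lay under the size minimum.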

Overall, the data showed that 0.75% of pre-miRNAs and 1.31% of canonical miRNAs (ten mature miRNAs) were differentially expressed in control and exposed mice (Table 1). These results suggested that small changes in the miRNome could induce alterations in the phenotypes of testes due to a chronic exposure to the mixture of EDCs.

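Most mature miRNAs of the testis lay close to the median log2 ratio, which the scaling sets to 0. A change common to most miRNAs would not show in these values. Of the 317 with at least 50 reads, 290 (91.5%) lay within 0.5 of 0 on the log2 scale, and the SD of their log2 ratios was 0.29. Of 36 tested miRNAs of the X-linked germ cell clusters between Slitrk2 and Fmr1, 2 fell and none rose (2 and 0 when adjusted over the list alone). At any size, 7 were higher and 9 lower at an adjusted p under 0.05 (7 and 11 adjusted over the list alone), with miR-871-3p at 0.27 and miR-470-5p at 0.12 among the higher, and miR-741-3p at −0.08 among the lower. The median log2 ratio of this list was −0.04, at percentile 43.7 of 10000 random lists of miRNAs matched on abundance. No member of the let-7 family, which is linked to differentiation, rose or fell (also 0 adjusted over the list alone), but 4 of 20 were higher at any size (4 adjusted over the list alone), led by let-7f-5p at 0.34 (0.30 to 0.38). The family median was 0.07 (percentile 86.7), with 12 members above 0 and 8 below. This list holds 3p arms as well as 5p arms, each with the same weight. The summed reads, which the deepest members lead, were at 0.16 (0.14 to 0.18). In the miR-30 family, 3 of 11 were higher and 2 lower at any size, with none past the size minimum (the same counts adjusted over the list alone). miR-30a-5p had a log2 ratio of 0.27 and miR-30c-5p one of −0.11. The family median was 0.20 (percentile 95.3), or −0.10 over the members with at least 50 reads. This list too holds both arms, 6 members above 0 and 5 below, and its summed reads were at 0.18 (0.16 to 0.20). In the imprinted Dlk1-Dio3 cluster none of 32 rose or fell, and at any size miR-379-5p (−0.45) and miR-411-5p (−0.46) were lower (1 of them adjusted over the list alone). The list median was −0.04 (percentile 62.7), or −0.15 (percentile 14.7) over the 13 members with at least 50 reads. In the Sfmbt2 cluster, which lies in an intron of an imprinted gene, none of 33 rose or fell and 1 was lower at any size (1 adjusted over the list alone). That member was miR-467a-5p (−0.49, adjusted p = 0.00024 from the exact binomial test), and the list median was −0.18 (percentile 15.6). miR-467a-5p has 10 hairpins, and reads counted at more than 1 of them would make this p too small. miR-183-5p, of the miR-183 cluster, was the only one of 3 members higher at any size (0.48, 1 adjusted over the list alone), and the median was 0.23 (percentile 87.2). None of 6 tested miRNAs of the cluster of miR-290 to miR-295, known from pluripotent cells, was higher or lower at any size (0 adjusted over the list alone), with a median of 0.45 (percentile 93.0) over counts as low as 4 and 12 reads for miR-293-5p. Of these 6, 3 lay above 0 and 3 below, so that the median shows no common direction. With scaling by total reads miR-379-5p, miR-411-5p and miR-467a-5p passed the size minimum, and with TMM miR-183-5p did.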

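Markers of the cell types that a testis sample can hold were read in both libraries. miR-202-5p, a miRNA of Sertoli and other somatic gonad cells, had 2069 reads in control and 2106 in exposed mice (log2 ratio 0.21, adjusted p = 2.63e-05 from the exact binomial test), while miR-202-3p was at 0.00. Of the 2 tested, 1 was thus higher at any size and none past the size minimum (the same adjusted over the list alone). Among 6 miRNAs linked to spermatogonia, miR-146a-5p was higher (0.22) and miR-20a-5p lower at any size (2 higher and 1 lower adjusted over the list alone), and miR-21a-5p was at 0.06. Their median was 0.08, at percentile 75.0 of matched random lists. The endothelial miR-126a-3p was at −0.18 (−0.25 to −0.11), lower at any size, and the other of the 2 tested, miR-126a-5p, was at 0.06 (1 lower adjusted over the list alone). Of 4 miRNAs of smooth muscle, miR-143-3p was higher at any size (0.13, 1 adjusted over the list alone) and miR-145a-5p was at 0.00, with a list median of 0.07 (percentile 73.6). The 2 tested miRNAs of striated muscle went apart: miR-1a-3p had 712 reads in control and 842 in exposed mice (0.43, adjusted p = 8.06e-08, under the size minimum), whereas miR-133a-3p was 1 of the 11 that fell (1 higher and 1 lower at any size adjusted over the list alone). None of 5 miRNAs of red blood cells was higher or lower, with miR-451a at 0.40 (0.00 to 0.80) and a median of 0.10 (percentile 69.2). None of 5 of white blood cells was higher or lower either, with a median of −0.18 (percentile 33.0), nor any of 7 of the epithelial miR-200 family, with a median of −0.15 (percentile 26.5). These 3 lists also gave 0 calls adjusted over the list alone. miR-122 of the liver had too few reads to be tested.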

**Table 1:** Global analysis of miRNAs population in testes of control mice and EDCs mixture-exposed mice.

ID	No. of detected miRNAs		Differentially expressed miRNAs
	Control	Mixture of EDCs	
Precursor miRNA	540	534	4 (0.75%)
Mature miRNA	772	761	10 (1.31%)
IsomiRs	3552	3434	36 (1.05%)

The boxes display the number of different sequences found with sncRNA-Seq designed from RNA libraries of pools of control and exposed mouse testes (n = 3). The final row displays the number (percentage) of differentially expressed miRNA: miRNA-precursors, canonical miRNA, and isomiRs variants.

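miR-34b-5p had 11198 reads in control mice and 14881 in exposed mice, a 1.51-fold increase (interval 1.48 to 1.55). Its log2 ratio was 0.60 (95% interval 0.56 to 0.63, adjusted p = 5.6e-240 from the exact binomial test). No other mature miRNA of the same cluster was higher. miR-34b-3p, from the other arm of the hairpin, went from 2529 to 2109 reads (log2 ratio −0.08, −0.16 to 0.01, adjusted p = 0.236). miR-34c-5p had 45779 and 38088 reads (−0.08, −0.10 to −0.06, adjusted p = 5.89e-14, under the size minimum), and miR-34c-3p 670 and 558 (−0.08). miR-34b and miR-34c are made from 1 transcript on chromosome 9 of mm10, on the minus strand, with miR-34b from 51103562 to 51103645 and miR-34c from 51103034 to 51103110. In the wider family of miR-34 and miR-449, whose members share a seed and act in germ cell maturation and in ciliated cells, 1 of 8 tested miRNAs rose (1 adjusted over the list alone) and miR-34c-5p alone was lower at any size (1 adjusted over the list alone). miR-449a-5p was at 0.01 (−0.06 to 0.07). The median of this list, with both arms, was −0.05, at percentile 33.7 of matched random lists. Of 14 miRNAs induced by p53, which also activates the miR-34 genes, 1 rose (1 adjusted over the list alone), namely miR-34b-5p. At any size 3 were higher and 2 lower (3 and 2 adjusted over the list alone), and the median was −0.08 (percentile 32.4). The paper chose miR-34b-5p from these same libraries, so its value here is not independent evidence of the direction of either list. The paper also measured miR-34b-5p by RT-qPCR and reports a similar level, which was not analysed here. With a dispersion estimated over both libraries, miR-34b-5p was called at an unadjusted p and not at an adjusted one. The calls at that unadjusted p were too few to stand out from chance. Precursors were not analysed here.

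**Figure D1:**
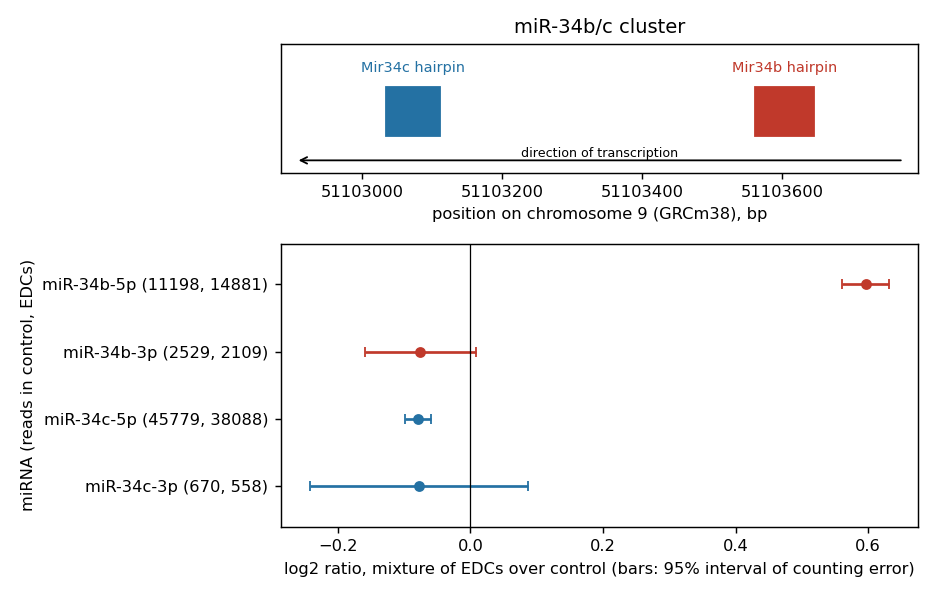
Log2 ratio of exposed to control mice for the mature miRNAs of the miR-34b/c cluster, with bars for the exact 95% interval of counting error and 1 library per condition. miR-34b-5p sits at 0.60, and the other mature miRNAs of the cluster at −0.08.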

Among the differentially expressed miRNAs in control and exposed mice, precursor and mature forms of *miR-34b-5p* were up-regulated in EDC-exposed animals (Table 2). *miR-34b-5p* is involved in the regulation of genes relevant for cell cycle control, apoptosis, and infertility^23, 24^. Thus, it could explain the increased cell death observed in the testes of mice exposed to the EDCs mixture. As for other miRNAs, the most up-regulated was *miR-7686-5p*, which has no validated mRNA targets, and eight others were down-regulated (Table 2).

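miR-7686-5p went from 4 to 18 reads, a log2 ratio of 2.36 with an interval from 0.75 to 4.38 (adjusted p = 0.00759 from the exact binomial test). Its hairpin lies on chromosome 7 of mm10 from 139957566 to 139957622, beside miR-202 (139957689 to 139957760). Of the 8 other miRNAs, 6 fell. miR-1981-5p, from an intron of Marc2 on chromosome 1 (184822407 to 184822488), went from 320 to 157 normalised reads (−1.03, −1.32 to −0.74, adjusted p = 1.35e-12). miR-15b-5p, which represses cell cycle genes such as cyclin D1 and lies in an intron of Smc4 on chromosome 3 (69009772 to 69009835), went from 1270 to 754 reads (−0.57, −0.70 to −0.43, adjusted p = 1.36e-16). miR-18a-5p, from an exon of Mir17hg on chromosome 14 (115043851 to 115043946), went from 219 to 131 reads (−0.55, −0.88 to −0.24, adjusted p = 0.0041). The remaining 3 that fell had few reads. miR-1291, in an intron of Kansl2 on chromosome 15, had 28 and 9 (−1.45, −2.72 to −0.33, adjusted p = 0.0436). miR-378b on chromosome 11 had 28 and 8 (−1.62, −2.97 to −0.45, adjusted p = 0.0246), and miR-3085-3p on chromosome 19 had 14 and 2 (−2.62, −5.80 to −0.50, adjusted p = 0.0326). For miR-382-5p, from an exon of Mirg on chromosome 12, the reads were 29 and 11 (−1.21, −2.36 to −0.17, adjusted p = 0.0829), and for miR-20b-5p on chromosome X 25 and 9 (−1.29, −2.57 to −0.14, adjusted p = 0.108). Some of these miRNAs belong to families. In the miR-15/16 family 1 of 11 fell (1 adjusted over the list alone) and miR-16-5p was at −0.14, one of 2 lower at any size (2 adjusted over the list alone). The family median was −0.14 (percentile 19.6). In the miR-378 family 1 of 5 fell (1 adjusted over the list alone), with miR-378a-3p at −0.03 and a median of −0.03 (percentile 46.7). Of the 10 miRNAs of Table 2, 6 had fewer than 50 reads in the libraries together, and a minimum of 50 reads left 4 of the 8 calls. Calls were also lost for miR-3085-3p with TMM, for miR-3085-3p and miR-1291 with no minimum of reads, and for all 8 at an adjusted p when a dispersion was estimated over both libraries (at an unadjusted p, for miR-18a-5p). The list of Table 2 was chosen on these libraries and is not independent evidence. Because miR-34b-5p regulates genes of the cell cycle and apoptosis, the paper proposes that its increase could account for the greater cell death in the testes of exposed mice.

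**Figure D2:**
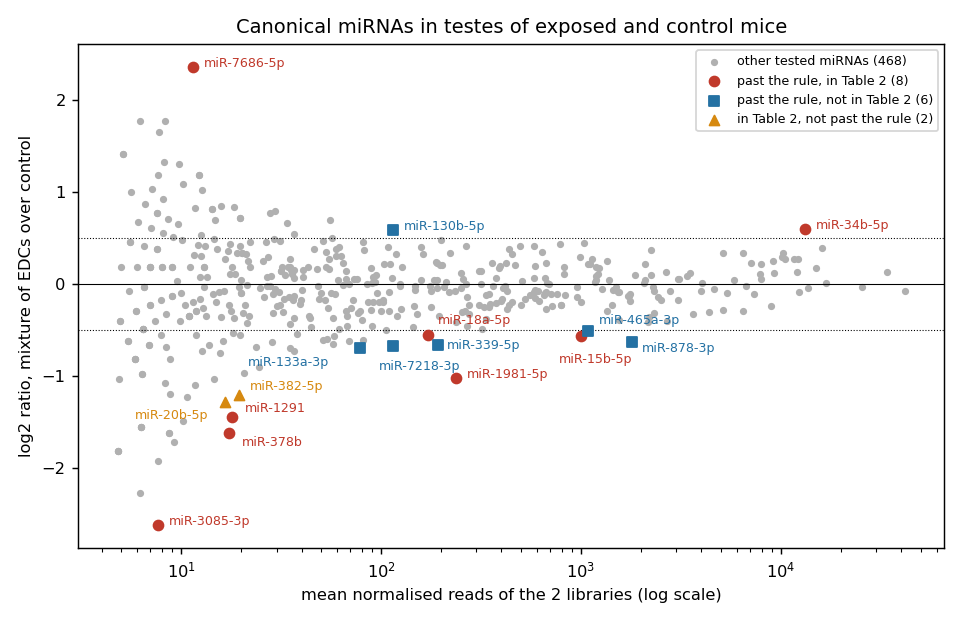
Log2 ratio of exposed to control mice (vertical axis) against the mean normalised reads of both libraries (horizontal axis, log scale) for the 484 tested mature miRNAs, 1 point each, with dotted lines at the size minimum of 0.5. Red circles are the 8 miRNAs of Table 2 that rose or fell, blue squares the 6 others that did, and orange triangles miR-382-5p and miR-20b-5p; the spread widens to the left, where reads are few.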

**Table 2:** List of miRNA populations differentially expressed after EDCs exposure.

ID	Control	Mixture of EDCs	Fold-change (log_2_)	Differential expression
	% of total identified reads	% of total identified reads		
*pre-mir-34b* (*)	2.3903	3.7084	0.5025	Up
*pre-mir-15b* (*)	0.2256	0.1676	−0.5599	Down
*pre-mir-1291* (*)	0.0052	0.0020	−1.5419	Down
*pre-mir-378b* (*)	0.0049	0.0017	−1.6123	Down
*miR-7686-5p*	0.0007	0.0038	2.3565	Up
*miR-34b-5p* (*)	1.8976	3.1490	0.5968	Up
*miR-18a-5p*	0.0371	0.0277	−0.5548	Down
*miR-15b-5p* (*)	0.2152	0.1596	−0.5656	Down
*miR-1981-5p*	0.0578	0.0311	−1.0274	Down
*miR-382-5p*	0.0049	0.0023	−1.2120	Down
*miR-20b-5p*	0.0042	0.0019	−1.2874	Down
*miR-1291* (*)	0.0047	0.0019	−1.4509	Down
*miR-378b* (*)	0.0047	0.0017	−1.6208	Down
*miR-3085-3p*	0.0024	0.0004	−2.6208	Down

Table shows differentially expressed testicular precursors and canonical miRNAs in control and chronically exposed animals to the mixture of EDCs. (*) The asterisk indicates increase or decrease in both the precursor and the mature form of the miRNA. RNA libraries of pools of mice testes, fold change (log_2_). Data normalised using the DeSeq tool of the R/Bioconductor software package, n = 3, *p ≤ 0.05.

Some miRNAs are expressed in a polycistronic-like form, which means that they are derived from a single loci and grouped in families and clusters^25, 26^. An important miRNA family involved in testis development and physiology is *miR-17*, which is included in the *miR-17-92* cluster with two identified paralogs: the *miR-106a~363* and *mir-106b-25* clusters. When we searched in the sncRNA-Seq data for any member of this *miR-17* family that was differentially expressed in testes after exposure to the mixture of EDCs, we only identified two down-regulated miRNAs: *miR-18a-5p* and *miR-20b-5p*. For the other members of the family, we did not find differences between control and exposed mice (see Supplementary Fig. S2). This result suggested that, while they originated from the same precursor, post-transcriptional regulatory events could explain the differences of expression in control and exposed mice.

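Members of the miR-17 family clusters, which favour proliferation and survival of cells, lay mostly below their control level in exposed mice. Of 18 tested mature miRNAs, 17 had a log2 ratio below 0, and only miR-106a-5p, with 9 reads in each library, lay above (the same counts with scaling by total reads, with TMM and without the 10 miRNAs with the most reads). One of the 18 fell past the size minimum, miR-18a-5p (1 adjusted over the list alone). At any size, 7 were lower and none higher at an adjusted p under 0.05 (7 adjusted over the list alone). miR-25-3p had 3276 reads in control and 2183 in exposed mice (log2 ratio −0.40, 95% interval −0.48 to −0.32, adjusted p = 2.21e-22 from the exact binomial test). miR-17-5p had 1878 and 1255 reads (−0.39, −0.50 to −0.29, adjusted p = 7.61e-13), miR-93-5p 2746 and 1932 (−0.32, −0.41 to −0.24, adjusted p = 8.94e-13), and miR-20a-5p 5174 and 3675 (−0.31, −0.37 to −0.25, adjusted p = 1.12e-21). miR-19b-3p was at −0.20 and miR-92a-3p at −0.10. The deepest of the members that did not pass the test was miR-106b-3p (−0.16, −0.37 to 0.04, adjusted p = 0.309). The median of the family was −0.30, at percentile 0.09 of 10000 random lists matched on abundance, whose central 95% ran from −0.21 to 0.16. The random lists draw each miRNA separately. The 18 members come from a few clusters, with both arms of some hairpins, and are not independent. The percentile may thus be too extreme, and the 17 below 0 are not 17 separate results. Of the lists with at least 3 tested members, the miR-17 family was the only one outside its range. With a minimum of 50 reads the Sfmbt2 cluster was outside as well. The paper named miR-18a-5p and miR-20b-5p from these same libraries, so their values here are not independent evidence of the family's direction. The paper also measured miR-18a-5p by RT-qPCR and reports a larger change with the same tendency, which was not analysed here. With a dispersion estimated over both libraries, 0 of the 18 were called at an adjusted p and miR-20b-5p alone at an unadjusted p.

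**Figure D3:**
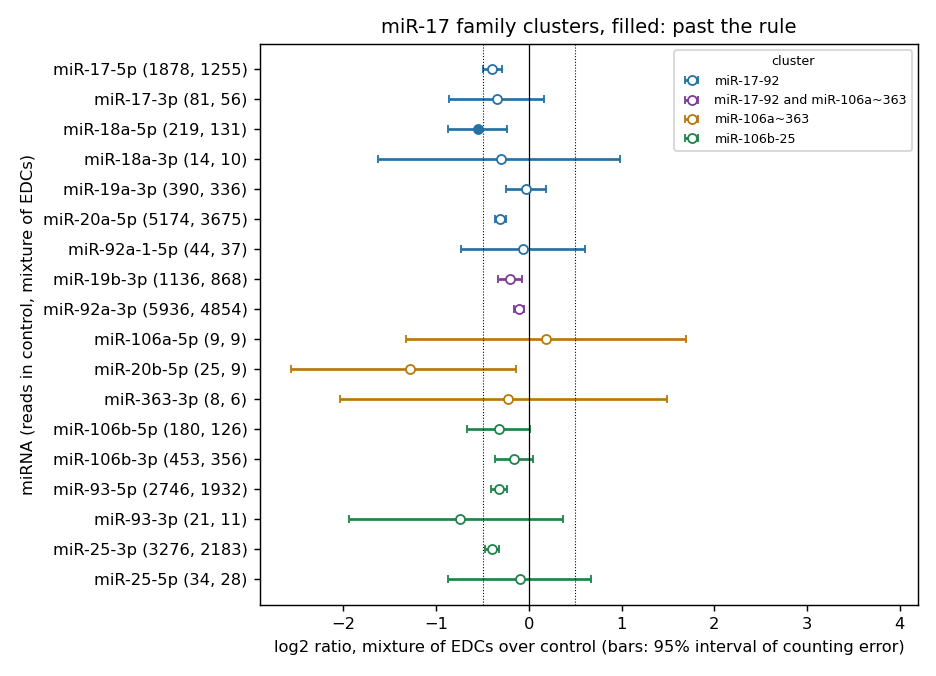
Log2 ratio of exposed to control mice for the 18 tested mature miRNAs of the miR-17 family, with bars for the exact 95% interval of counting error, reads in control and exposed mice in brackets, colours for the clusters and dotted lines at the size minimum of 0.5. The filled point is miR-18a-5p; 17 of the 18 points lie below 0 under each scaling tried.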

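Grouped by cluster, the summed reads were lower for each cluster with deep members. The 7 tested mature miRNAs that only the miR-17-92 cluster gives, all from Mir17hg on chromosome 14, summed to 7800 reads in control and 5500 in exposed mice (log2 ratio −0.32, interval −0.37 to −0.27). The 6 of miR-106b-25, from Mcm7 on chromosome 5, summed to 6710 and 4636 reads (−0.35, −0.40 to −0.29). miR-19b-3p and miR-92a-3p, which the miR-17-92 cluster and the cluster of miR-106a and miR-363 can both give, summed to 7072 and 5722 reads (−0.12, −0.17 to −0.07). The 3 other miRNAs of the cluster of miR-106a and miR-363 on chromosome X had 42 and 24 reads in all (−0.62, −1.41 to 0.14), so that a difference there was not detectable at this depth. miR-18a-5p was also set against the other 6 miRNAs that only miR-17-92 gives. Its log2 ratio differed from theirs by −0.24, with an interval from −0.56 to 0.07 (Fisher's exact test on the reads, 2-sided p = 0.138). A difference between miR-18a-5p and these 6 was thus not detectable from these reads. miR-19b-3p and miR-92a-3p were left out of this comparison and lay closer to their control level (−0.12 summed). It therefore does not cover all miRNAs that the cluster can give.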

Afterwards, we validated our data via RT-qPCR with five different miRNAs: three differentially expressed and two unchanged. We selected *miR-34b-5p* since its precursor and mature form were up-regulated and it had been implicated in apoptosis, a process that was seen to increase after exposure to the mixture of EDCs. The two others were *miR-15b-5p* and *miR-18a-5*, miRNAs that had been implicated in spermatogenesis and sperm function^27, 28^ and whose precursors and mature forms were down-regulated. 

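miR-99b-5p, from an intron of Spaca6 on chromosome 17 of mm10 (17830188 to 17830257), had 2831 reads in control mice and 2196 in exposed mice. Its log2 ratio was −0.18 (95% interval −0.26 to −0.10, adjusted p = 1.21e-04 from the exact binomial test), which lies under the size minimum of 0.5. miR-7a-1-3p, from an intron of Hnrnpk on chromosome 13 (58392779 to 58392886), had 14 and 22 reads. Its log2 ratio was 0.84 with an interval from −0.19 to 1.92 (adjusted p = 0.275), so that these reads exclude neither an unchanged level nor a 3.78-fold increase. The RT-qPCR measurements were not analysed here.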

We also selected *miR-7a-1-3p* and *miR-99b-5p* as controls, as their levels did not vary in control and exposed mice. The results of RT-qPCR showed that *miR-34b-5p*, *miR-7a-1-3p*, and *miR-99b-5p* levels were similar to those found using sncRNA-Seq. On the other hand, changes observed in *miR-18a-5p* and *miR-15b-5p* were higher with RT-qPCR than with NGS, but the tendency was similar to that observed with sncRNA-Seq (Fig. 5). *miR-7a-1-3p* and *miR-99b-5p* levels were similar to those found with sncRNA-Seq.

**Figure 5:**
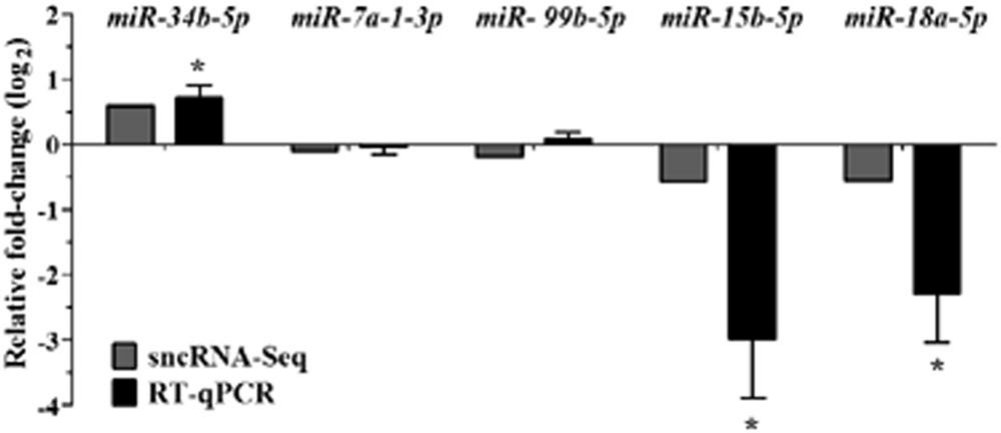
Validation of differentially expressed miRNAs. SncRNA-Seq (gray bars) and RT-qPCR (black bars) of selected mature miRNAs expression in mice testes exposed to the mixture of EDCs vs control mice. DESeq normalised values for sncRNA-Seq and fold change (log_2_) for both sncRNA-Seq and TaqMan RT-qPCR in relation with miRNA expression of control mice ± SEM, n = 4, Mann–Whitney U test, *p < 0.05.

In the present study, we identified isomiRs that were differentially expressed in mice exposed to the EDCs mixture. Using IsomiRage software, we detected 3500 isomiRs in adult mouse testes, and 36 (1.05%) presented differential expression (Table 2). These included four up-regulated and 32 down-regulated isomiRs (Fig. 6A). The number of differentially expressed isomiRs was four-fold higher than that of canonical miRNAs due to the EDCs-mixture exposure. Interestingly, two isomiR variants of *miR-18a-5p* and one isomiR variant of *miR-15b-5p*, *miR-20b-5p*, *miR-3085-3p*, and *miR-1981-5p* were down-regulated due to the addition of an adenine at its 3′ end, similarly to the corresponding canonical miRNAs (Fig. 6A,B). These results were in concordance with new evidence indicating that isomiRs profiles can distinguish a pathological state from a normal one better than canonical miRNAs^29^. In addition, it is important to note that 80% of the differentially expressed isomiRs sequences are miRNAs variants produced by adenine (A) or uracil (U) nucleotide addition events at their 3′ end. The other 20% experienced 3′ end substitution events. In comparison to the canonical miRNAs, none of the 36 isomiRs had substitutions or additions in their 5′ ends or in their seed regions (Fig. 6C,D). These results could indicate that all these isomiRs had equal targeting properties with respect to the corresponding canonical miRNAs, suggesting that they could work along with canonical miRNAs to regulate target mRNAs during spermatogenesis.

**Figure 6:**
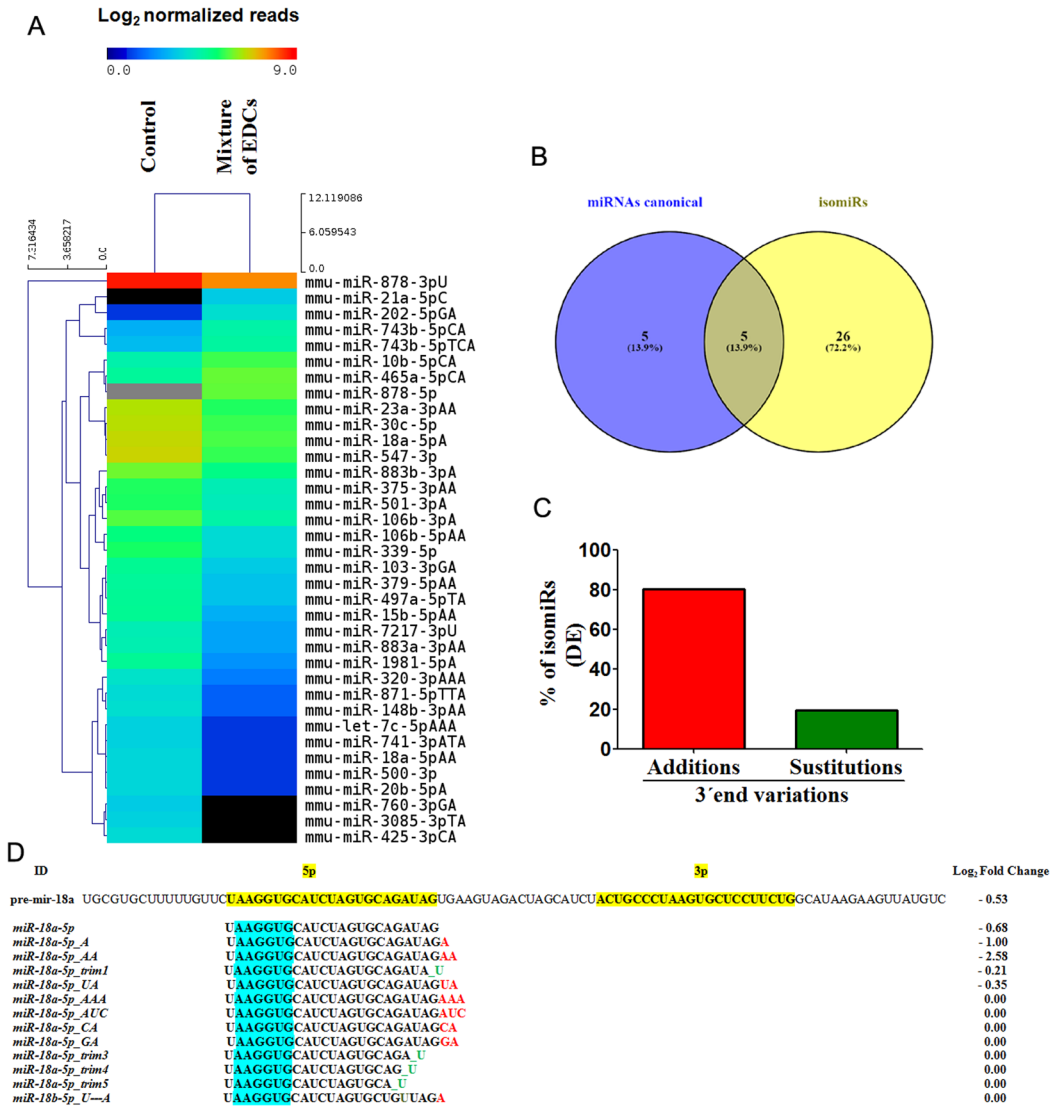
Analysis of differentially expressed isomiRs. (**A**) Hierarchical cluster analysis of differentially expressed isomiRs. Expression levels correspond to log_2_ normalised read counts using DeSeq tool of the R/Bioconductor software package, in testes of control mice and mice exposed to the mixture of EDCs. (**B**) Venn diagram showing the number of differentially expressed isomiRs in relation to canonical miRNAs. (**C**) Modifications of differentially expressed isomiRs variants, affecting the 3′ end. No variants were detected at the 5′ end. (**D**) Sequences and values of expression levels compared to control condition for normalised reads of *pre-mir-18a-5p*, canonical *miR-18a-5p* and *miR-18a-5p*-derived isomiRs. Fold change (log_2_). Data normalised using DeSeq tool of the R/Bioconductor software package, *p ≤ 0.05.

The altered expression profile of miRNAs suggested that hormonal imbalance and histological modifications such as germ cell apoptosis, in testes of exposed mice could be an aftermath of changes in some biological processes that are fine-tune regulated by miRNAs. Therefore, we searched for the most reliable sets of mRNA targets of differentially expressed miRNAs. We found that exposure to the mixture of EDCs induced changes in specific miRNAs, which were involved in the regulation of genes implicated in spermatogenesis (Table 3). This was corroborated using GO annotation, in which detected mRNAs were involved in processes such as: hormonal signalling, genitalia development, cell proliferation, programmed cell death, histone H3-K4 trimethylation, protein folding, RNA polymerase transcription factor activity, and phosphatidylinositol phosphatase activity (see Supplementary Table S1).

**Table 3:** Differentially expressed miRNAs are associated with selected target genes in testes of mice exposed to the mixture of EDCs.

miRNA expression	mRNA target (predicted expression)	Function	Involved in	References
*miR34b-5p* (Up)	*Birc5* (Down)	Antiapoptotic protein	Germ cell apoptosis	76
*miR34b-5p* (Up)	*Axl* (Down)	Tyrosine kinase receptor	Germ cell apoptosis	77
*miR34b-5p* (Up)	*Yy1* (Down)	Transcription factor	Germ cell apoptosis	78
*miR34b-5p* (Up)	*Bcl-2* (Down)	Antiapoptotic protein	Germ cell apoptosis	79, 80
*miR34b-5p* (Up)	*Sirt1* (Down)	Intracellular regulatory protein/deacetylase activity	Apoptosis/Spermatogenesis and hormonal disruption	81, 82
*miR34b-5p* (Up)	*Pparγ* (Down)	Nuclear receptor	Hormonal status	83, 84
*miR-34b-5p, miR-7686-5p* (Up)	*Lgr4* (Down)	G-protein-coupled receptors	Apoptosis/Spermatogenesis disruption	85
*miR-34b-5p, miR-7686-5p* (Up)	*Foxj2* (Down)	Transcription factor	Apoptosis/Spermatogenesis disruption	23, 86
*miR-34b-5p, miR-7686-5p* (Up)	*Mllt3* (Down)	Transcription factor	Apoptosis/Spermatogenesis disruption	87
*miR-18a-5p* (Down)	*Nr1h2* (Up)	Transcription factor	Hormonal status	65, 67
*miR-18a-5p, miR-20b-5p, miR-15b-5p, miR-1981-5p, miR-382-5p* (Down)	*Star* (Up)	Cholesterol transporter	Hormonal status	88, 89
*miR-18a-5p* (Down)	*Hsf1* (Up)	Transcription factor	Apoptosis/Spermatogenesis disruption	90
*miR-18a-5p* (Down)	*Pten* (Up)	Phosphatase	Apoptosis/Spermatogenesis disruption	91
*miR-18a-5p, miR-20b-5p* (Down)	*Nfat5* (Up)	Transcription factor	Germ cell apoptosis	92
*miR-15b-5p* (Down)	*Stat3* (Up)	Transcription factor	Germ cell apoptosis	93
*miR-15b-5p, miR-1981-5p* (Down)	*Strbp* (Up)	Poly(A) RNA-binding	Spermatogenesis disruption	94
*miR-15b-5p, miR-20b-5p* (Down)	*Ccnd2* (Up)	Regulators of CDK kinases	Germ cell apoptosis	95, 96
*miR-15b-5p, miR-20b-5p* (Down)	*Ccnd1* (Up)	Regulators of CDK kinases	Germ cell apoptosis	93
*miR-15b-5p, miR-20b-5p* (Down)	*Atg9a* (Up)	Autophagy	Germ cell apoptosis	97
*miR-20b-5p* (Down)	*Itgb8* (Up)	Adherens junctions	Testis injury	98
*miR-20b-5p* (Down)	*Ccne1* (Up)	Regulators of CDK kinases	Germ cell apoptosis	99
*miR-20b-5p* (Down)	*Bambi* (Up)	Tgfβ inhibitor	Spermatogenesis disruption	100
*miR-382-5p* (Down)	*Capn8* (Up)	Calpain inhibitors	Germ cell apoptosis	101, 102
*miR-382-5p* (Down)	*Vim* (Up)	Cytoskeleton	Hormonal status	103
*miR-1291* (Down)	*Dnmt3a - Dnmt3b* (Up)	DNA methylation	Testis injury, transgenerational inherence, testis cancer	57, 58

Target predictions of miRNAs were done using IPA and miRWalk. Function and biological process involvement in the testes for each target gene were recorded from references in the literature.

### *miR-18a-5p* was associated with the reduction of intratesticular estradiol levels in testes of mice exposed to EDCs mixture

Giving that the exposure to a mixture of EDCs induced a decrease in estradiol levels, we correlated the differentially expressed miRNAs with deregulated transcripts of the steroidogenic pathway. We used bioinformatics tools and found that in mouse testes, *Nr1h2* could be a target of *miR-18a-5p* (Fig. 7A). To support our prediction, we searched in the DIANA-TarBase v7.0, that contains hundreds of thousands of high-quality manually curated and experimentally validated miRNA:gene interactions^30^ for *miR-18a*. We found that in the mouse, targeting of *Nr1h2* by *miR-18a-5p* was already validated using immunoprecipitation experiments with Ago2 in C1C12 cells^31^.

**Figure 7:**
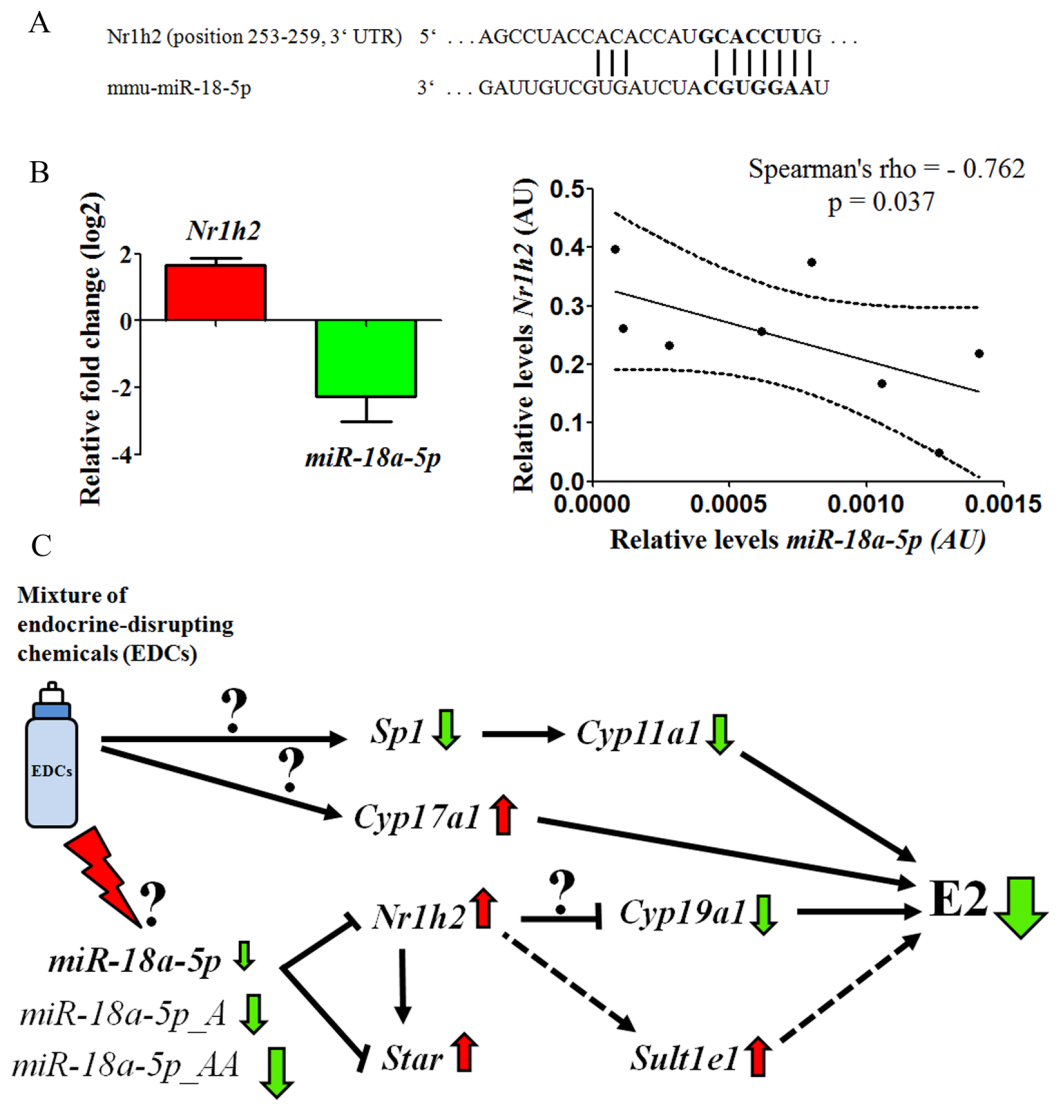
Down-regulation of miR-18a-5p in mice exposed to EDCs mixture is associated with estradiol decrease in testes via *Nr1h2*. (**A**) Prediction of *Nr1h2* as a target of *miR-18a-5p*, (**B**) mRNA expression of *Nr1h2* and *miR-18a-5p* in the testes of mice exposed to EDCs mixture versus control mice by RT-qPCR, fold change (log_2_) ± SEM, n = 4, and *Nr1h2*:*miR-18a-5p* Spearman’s rank correlation coefficient (Spearman’s rho), *p < 0.05. Abbreviation: AU, arbitrary units. (**C**) Role of *miR-18a-5p* in the estradiol decrease in the testes of mice exposed to EDCs mixture (proposed model). Red arrow = up-regulated, green arrow = down-regulated.

The nuclear receptor subfamily 1, group H, member 2 (*Nr1h2*), is a positive transcriptional factor for *Star, Cyp11a1* and *Hsd3b1* and might act as a negative regulator of *Cyp19a1* expression to control steroidogenesis^32, 33^. By RT-qPCR, we found that *Nr1h2* levels were two-fold higher in testes of mice exposed to EDCs mixture, which were negatively correlated with *miR-18a-5p* (Fig. 7A,B), suggesting a mechanism of estradiol downturn by various pathways and associated with loss of *miR-18a-5p* induced by the exposure to the EDCs mixture (Fig. 7C).

In conclusion, chronic exposure to a mixture of five EDCs induces changes in the expression profiles of specific miRNAs (such as *miR-34b-5p, miR-7686-5p* and *miR-1291*), along with alterations in the miRNAs/isomiRs association (in particular for *miR-15b-5p, miR-18b-5p, miR-20b-5p*, and *miR-1981-5p*) regulating mRNAs implicated in key biological process in the testes (Table 3).

## Discussion

In the present study, we demonstrated for the first time in mice that a chronic low-dose exposure to a mixture of phthalates and alkylphenols, from an early embryo stage to adulthood, induces alterations in testes which are associated with deregulation of miRNAs and isomiRs expression, along with a deregulation of genes that encode proteins involved in the biogenesis, editing, and stability/degradation of these sncRNAs.

Of interest, was the presence of foci or regions of Leydig cells displaying hyperplasia (although the hyperplasia of these cells could not be quantified) (Fig. 2) as in humans it is associated with disturbances in spermatogenesis, germ cell tumours, oligozoospermia and azoospermia^34, 35^.

In this work, we showed that a mixture of three phthalates and two alkylphenols acts as an endocrine disruptor inducing decrease in the intratesticular estradiol levels in exposed mice. This was correlated with changes in the expression of genes that regulate spermatogenesis which include *Sp1*, *Star* and steroidogenesis-pathway enzymes in testes, especially the early down-regulation of aromatase (*Cyp19al*) in neonatal and adult mice (Fig. 3). Although an exposure to the mixture of EDCs did not alter testosterone in serum nor intratesticular fluid (Fig. 3, see Supplementary Fig. S3), it correlates with recent studies *in vivo* where repeated doses of phthalates did not affect testosterone production^36^. In addition, it is possible that the co-administration of some EDCs antagonizes the increase of testosterone stimulated by other EDCs^7^.

Interestingly, serum estradiol was found unchanged (see Supplementary Fig. S3), which suggests a compensatory mechanism mediated by the synthesis of estradiol in adipose tissue, which is associated with the increase of body weight in relation to reports of obesogenic effects due to an exposure to EDCs^37^. Furthermore, the decrease of aromatase and estradiol levels but not of androgens in adult mouse testes could be related to Leydig cell hyperplasia, seminiferous tubular injury and germ cell apoptosis, in a similar way reported in the ArKO model^38^. All of these are clear indicators of reproductive pathology and good evidence of the risk that chronic exposure to mixtures of EDCs poses.

Previous works demonstrated that altered testes phenotypes due to a single EDCs exposure were the result of global changes in the transcriptome^6^. New research has proposed a link between these changes in mRNA expression and the loss of the post-transcriptional control that miRNAs or other sncRNAs mediate. Our work found evidence for deregulation of mRNA levels of several components of the miRNAs biogenesis machinery at the level of pri-miRNA processing, editing and stability/degradation of pre-miRNAs (Fig. 4). These results suggest that chronic exposure to a mixture of EDCs induces changes in the global activity of miRNAs.

However, our data revealed that exposure to a mixture of EDCs resulted in the deregulation of specific miRNAs and isomiRs with 3′ end variants, some of them of differentially expressed canonical miRNAs (as shown for *miR-18a-5p*) (Fig. 6) which, consequently, share mRNA targets. These isomiRs could function in a cooperative manner with the corresponding canonical miRNAs to target the same mRNAs^39, 40^. Interestingly, this supports the notion that the differential expression of isomiRs is not a random event. Selective miRNAs:mRNAs interaction could be related to the functional stability of isomiRs with respect to canonical miRNAs^41, 42^. This phenomenon could be associated with cellular response to stress (which the EDCs mixture induces in this case), facilitating more stable isomiRs or canonical miRNAs and modifying the miRNA biogenesis programs, including Dicer1 isoforms^43^ and miRNA nucleotidyl transferases such as *PAPD4*, *PAPD5*, and *ZCCHC11* ^44^. To support this hypothesis, we detected over-expression of *Zcchc11* mRNA, which is implicated in isomiRs generation by uridylation. Alterations in isomiRs levels, together with deregulation of the enzymes involved in their generation, suggest that exposure to EDCs deregulates miRNAs turnover. It would be ideal to undertake further studies concerning deregulation of isomiRs variants induced by EDCs or other environmental toxicants.

Regarding canonical miRNAs, our sncRNA-Seq data showed changes in the expression of 10 mature miRNAs in the testes of exposed mice (Table 2) and some of them were validated by RT-qPCR (Fig. 5). One of them, *miR-34b-5p*, was abundantly expressed in the testes. 

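In the sncRNA-Seq libraries miR-34b-5p took 2.04% of all mature miRNA reads in control mice (exact Clopper-Pearson 95% interval 2.00 to 2.07%) and 2.97% in exposed mice (2.92 to 3.01%). These are shares of the reads counted on mature miRNAs, not of all small RNA in the tissue. It ranked 12 by reads in control mice and 6 in exposed mice.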

Previous reports revealed that *miR-34b/c* deficiency is correlated with oligoasthenoteratozoospermia and infertility in mice^23, 24^ along with “Sertoli cell only” syndrome, mixed atrophy, and arresting of germ cell differentiation in the biopsies of infertile patients^45, 46^. Hence, we suggest an important relationship between exposure to mixtures of EDCs and testicular damage due to changes in the expression of miRNAs, such as *miR-34b-5p*. This suggests that miRNAs are good biomarkers of reproductive pathologies induced by exposure to environmental contaminants. Furthermore, *miR-34b* is an important factor in the maintenance of spermatogenesis as it is necessary to the control of post-mitotic germ cell development and apoptosis. The luciferase-based reporter assay and ChIP showed that protein p53 induces transcriptional activation by binding to the promoter of *pri-mir-34* ^47, 48^. In addition, p53 facilitates Drosha and the microprocessor complex processing of pri-miRNA into pre-miRNA^49^. Once activated, *miR-34b* and p53 may contribute directly to the regulation of apoptosis, cell cycle, and proliferative gene targets^50^. In return, some validated targets of *miR-34b* are anti-apoptotic factors and post-translational p53 inhibitors, which indicate that *miR-34b* can stabilize p53 in response to genotoxic stress^51^. These reports and our *in silico* analysis (Table 3) indicate that *miR-34b-5p* could be a pro-apoptotic factor induced in germ cells after EDCs exposure. Thus, it is possible that the up-regulation of *miR-34b-5p* explains in part the increase of germ cell apoptosis that we observe in exposed testes.

Besides *miR-34b-5p*, we found that *miR-7686-5p* levels were significantly up-regulated in exposed mice (Table 2). There were no previous studies regarding the function of this miRNA, but our bioinformatics analysis predicted that its mRNA targets could be associated with germ cell apoptosis and spermatogenesis disruption (Table 3).

On the other hand, we found eight down-regulated miRNAs, some of them implicated in multiple processes such as cancer (*miR20b-5p*, *miR-1291*)^52, 53^, organ injury in toxicity drug models (*miR-382-5p*)^54^, metabolic processes and steroidogenesis (*miR-378b*)^55^, and tissue inflammation (*miR-3085-3p*)^56^. None of them has been studied in the context of testes physiology. However, when we analysed the predicted targets and GO process, we found that *miR-1291* (miRNA with unknown role in the testis) had as target DNA methyltransferases (*Dnmt3a*, *Dnmt3b*) (Table 3) involved in *de novo* histone methylation, genomic imprinting, X-chromosome inactivation and testicular germ cell tumours due to exposure to alkylphenols^57, 58^. This suggests that the down-regulation of sncRNAs such as *miR-1291* due to exposure to an EDCs-mixture might promote changes in the DNA methylation pattern related to the epigenetic transmission of adverse effects^59^.

Interestingly, the targets of the down-regulated *miR-15b-5p* in exposed mice, for instance, *Ccnd2*, *Ccnd1*, and *Raf1* (Table 3), are implicated in cell cycle regulation as well as cell survival and cancer^60^. Moreover, in a Sertoli cell line, researchers detected that NP induces a decrease of *miR-15b* ^19^. Our sncRNA-Seq data and RT-qPCR showed that *miR-15b-5p* levels decreased *in vivo* in the testes of mice exposed to the mixture of EDCs containing NP. Research also demonstrated down-regulation of this miRNA in biopsies of infertile men with “Sertoli cell only” syndrome^45^. The suggestion that *miR-15b-5p* could be involved in the control of spermatogenesis through Sertoli cells and in testes pathologies related to the exposure to EDCs is worthy of assessment in further studies.

Another important miRNA that was down-regulated by EDCs-mixture was *miR-18a-5p*, which is also associated with Sertoli cells; its absence results in the deterioration of spermatogenesis^61^. *Hsf2* - a transcriptional factor of genes that is required for successful spermatogenesis - and *Pten -* which is implicated in apoptosis induced by EDCs - are validated mRNA targets of this miRNA^26, 62^. Interestingly, these miRNAs belong to the cluster, *miR-17-92*, which is expressed in a polycistronic manner. However, we observed that *miR-18a-5p* was the only deregulated miRNA from this cluster (see Supplementary Fig. S2). As the processing of *pre-mir-18a* stem-loop may be selective and independent of the cluster by the action of RNA-binding proteins^63, 64^, we speculate that exposure to the mixture of EDCs could alter the expression of some RNA-binding proteins, affecting the processing of specific miRNAs.

Despite not having determined, in this work, the participation of nuclear receptors that are known to interact with the EDCs used such as ER, RXR/PPAR and AhR, we found that the decrease of *miR-18a* is negatively correlated to the *Nr1h2* levels detected in exposed mice. This transcriptional factor is expressed in Sertoli and germ cells, and was found deregulated in testicular biopsies of patients with azoospermia^65^. Consistently, its ligands (sterols) have been up-regulated in the case of oxidative stress and cell death^66^. Although the mechanism is still unknown, there is evidence that exposure to phthalates, alkylphenols and others reprotoxicants such as radioactive elements that interfere with the expression of genes involved in the steroidogenesis, increase *Nr1h2* levels^67, 68^. Furthermore, new evidence suggests that exposure to a mixture of the phytoestrogen Genistein and DEHP in human-exposure corresponding doses may be also involved in the *Nr1h2* agonism^69^. Here we suggest that up-regulation of *Nr1h2* might be due to a down-regulation of *miR-18a-5p* (and potentially its isomiRs) and it may be part of a common mechanism for changing the expression of steroidogenic-pathway transcripts such as *Star* and *Cyp19a*1 (or estrogen sulfotransferase) that are involved in the decrease of estradiol levels (Fig. 7). Therefore, future studies should be performed on isolated testicular cells and *in vitro* systems to validate miRNAs:mRNAs interactions shown in this work.

In conclusion, the present study shows that a deregulation of a small group of miRNAs and isomiRs in male mice chronically exposed to a low-dose of an environmental mixture of EDCs would have consequences on mRNA targets and testicular physiology. These changes would suffice to trigger the phenotype of testes injury characterised by a decrease of intratesticular estradiol levels, spermatogenesis disruption, germ cells apoptosis and could be involved in male infertility.

## Material and Methods

### Animals and ethical statement

We carried out all procedures relating to the care and handling of animals in accordance with the regulations of the CSIC and the Catholic University of Chile (UC), following the European Commission (EC) guidelines (directive 86/609/EEC), and the guides of the National Research Council of Chile, respectively. The General Direction of Environment of CAM in Spain (Ref. PROEX 054/15) and the National Fund of Science and Technology (FONDECYT) (No. 1150532) in Chile reviewed and approved all the experimental protocols in this work. C57BL/6J mice were bred at the CSIC or UC bioterium under specific, pathogen-free (SPF), temperature-controlled and humidity-controlled conditions in a 12-hour light/dark cycle with *ad libitum* access to food and water.

### Chemicals

Bis (2-ethylhexyl) phthalate (DEHP), dibutyl phthalate (DBP), benzyl butyl phthalate (BBP), 4-nonylphenol (NP), 4-tert-octylphenol (OP) and DMSO (dimethyl sulfoxide) were purchased from Sigma-Aldrich Co, (USA). Ethanol was acquired from Winkler (Chile).

### Exposure to an endocrine-disrupting mixture

We designed a defined mixture (bulk stock) that contained three phthalates [(DEHP), (DBP), and (BBP)] diluted in DMSO and two alkylphenols [(NP) and (OP)] diluted in ethanol. We dissolved and administered the mixture in the drinking water of C57BL/6J mice with *ad libitum* access to food and water. We calculated the final dose according to the volume of water ingested by the mice and the body weight was recorded in a pilot study in agreement with the literature referring to these parameters.

Moreover, pilot studies were designed in order to evaluate the effect of three different dose of the mixture of EDCs, relative to LOAEL (Lowest Observed Adverse Effect Level) dose for each compounds. To this end, we treated pregnant females and evaluated the number of pups after chronic exposure during the pregnancy period. The highest dose (30 mg/kg-BW/day of each phthalate and 5 mg/kg-BW/day of each alkylphenol) was considered toxic since it decreased the number of neonatal mice whereas the medium dose (3 mg/kg-BW/day of each phthalate and 0.5 mg/kg-BW/day of each alkylphenol) presented no change of the hormonal status in the testes of male offspring (see Supplementary Fig. S4). We decided to use an environmentally relevant low-dose exposure of 0.3 mg/kg-BW/day for each phthalate and 0.05 mg/kg-BW/day for each alkylphenol. As for the control group, the water was supplemented with an equivalent dose of vehicle with DMSO at an estimated intake of 0.25 g/kg-BW/day and ethanol of 0.06 g/kg-BW/day. Considering the multiple studies to assess the LOAEL for the various compounds used in this experimental mixture, the dosages used in the present work were at least ~1,000-fold lower than the LOAEL values for reproductive effects in male animals.

To emulate chronic human exposure to an environmental mixture of EDCs, we administered the mixture of EDCs or vehicle (control) to pregnant mice from post-coital day 0.5 (conception), throughout gestation, childbirth, and lactation. At weaning, we selected the male offspring and maintained a maximum of four male mice with the mother per cage. We continued the administration of the mixture of EDCs or control until adulthood (endpoint: postnatal day 60) (Fig. 1).

In all experiments pregnant mice randomly selected on post-coital day 0.5 were defined as (n), with a minimum of three pregnant mice treated per group. Male offspring per (n) of each group were considered biological replicates.

### Testes histology

At the endpoint, we determined the body and testis relative weight for each mouse, then fixed one testis in Bouin solution, embedded it in paraffin, and assessed sections of 7 μm mounted on slides through PAS staining (periodic acid-Schiff, counterstained with hematoxylin). Histology was evaluated using an Olympus CX31 microscope (Olympus, Japan) and apoptosis in the histological sections was quantified by its pyknotic appearance (100 seminiferous tubules per each replicate, per (n)). Moreover, pictures were taken with a 5XC-3 digital camera (Olympus, Japan) and morphometric analyses performed with Image J software.

### Immunohistochemistry

Sodium citrate buffer (0.01 M and pH 6) was used on testis sections with an antigen retrieval step. UltraVision detection system (Thermo-Scientific, USA) was applied in immunohistochemistry assays, as previously described by Urriola-Muñoz, P. *et al*.^22^. Slides were incubated overnight at 4 °C with an anti-caspase 3 antibody (Cell Signaling, USA) at 1 mg/ml and the sections counter-stained with hematoxylin and subsequently evaluated under a microscope. Active caspase-3 cells were quantified in a minimum of 100 seminiferous tubules per each replicate, per (n).

### Intratesticular hormone analyses

Seminiferous tubular fluid (STF) was isolated from whole testes according to Jarow *et al*.^70^. For each testis per animal, we diluted 5 µl of STF in 300 µl of PBS and assessed testosterone and estradiol levels by radioimmunoassay (RIA). All samples were assayed simultaneously and run in duplicate. Sensitivity, intra- and inter-assay coefficients of variation (CV) for testosterone were 0.01 pg/µl, CV < 13.4% and <7.6%, respectively, and those for estradiol were 0.05 pg/µl, CV < 11.3% and <24.9%, respectively.

### RNA Isolation

RNA was isolated from decapsulated testes using TRIzol® Reagent, its concentration verified with a NanoDrop ND-1000 spectrophotometer (NanoDrop) and the integrity determined on a 2100 Bioanalyzer (Agilent, USA), accepting a RIN > 7.

### Expression of mRNA by RT-qPCR

We performed retrotranscription (RT) to cDNA using 500 ng of total RNA with Oligo dT17, 1X first-strand buffer (Invitrogen), 0.01 M dithiothreitol (DTT), 0.1 mM of each dNTP, and 200 U of superscript II (Invitrogen, USA). RT-qPCR reactions were carried out with 1 μl of cDNA and 0.0625 μM of each specific primer in a 20 μl reaction volume using thermal cycles according to García-López, J. & del Mazo, J.^71^, for primer sequence (see Supplementary Table S2). Data was normalised using the 2^−ΔΔCt^ method^72^ with *Gapdh*, *H2afz*, and *Ppia* as endogenous reference genes, and following the MIQE guidelines^73^.

### Amplification of mature miRNAs

Hydrolysis probes PCR-primer-TaqMan® system (Applied Biosystems, USA) was used to analyse the mature miRNA forms. In short, we retro-transcribed the RNA isolated from testes containing the miRNA fraction, into cDNA using specific stem–loop reverse transcription primers in accordance with the manufacturer’s recommendations (Applied Biosystems, USA). After cDNA conversion, we carried out RT-qPCR using specific TaqMan® real-time PCR primers and a 7500 fast real-time detection system (Applied Biosystems, USA). A 20 μL PCR reaction volume contained 2 μL of RT products, 1 × TaqMan® Universal PCR master mix, 1 μL of primers and the probe mix of TaqMan® MicroRNA assay kit (Applied Biosystems, USA). Then, reactions were incubated at 95 °C for 10 minutes, followed by 40 cycles at 95 °C for 15 seconds and 60 °C for 1 minute. Subsequently, expression levels of mature miRNAs were evaluated using the 2^−ΔΔCt^ method^72^. Transcription level of U6 was used as a reference endogenous gene.

### Small non-coding RNA sequencing (sncRNA-Seq)

For small RNA-seq library generation, we prepared 1.5 µg of RNA (RIN > 9) isolated from a pool of testes of control and exposed to the mixture of EDCs mice [(n = 3, equal amounts of RNA per (n)], according to the Illumina protocols (www.illumina.com/support). We performed small RNA-seq using MiSeq Sequencing System (Illumina, USA) in the single-end mode with a read length of 65 nucleotides. Then, we carried out the quality control of raw read data using the FastQC program (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and Cutadapt software to trim off the adapters. Reads shorter than 12 nucleotides were removed. Trimmed reads were aligned with the mouse genome (10 mm) using bowtie, allowing up to three mismatches in v mode (-y –strata –best -a –chunkmbs 256). Afterwards, we undertook the identification and quantification of pre-miRNAs and mature miRNAs using HTSeq script^74^ and a general feature format file (GFF) that was downloaded from miRBase v21. IsomiRage software was used for isomiRs detection and quantification^75^.

### Identification of miRNA targets and functional analysis

We targeted differentially expressed miRNAs and isomiRs using the miRWalk database, combining the searches of several databases with the validated mRNA targets and DIANA-TarBase v7.0. In addition, we used Ingenuity Pathway Analysis software (IPA) to obtain the mRNAs targets.

Functional analysis for potential mRNAs targets in biological processes and molecular function of GO domains were performed using a Cytoscape plugging ClueGO and CluePedia. We also carried out gene ontology enrichment analysis using a hypergeometric test with a p-value threshold less than 0.05.

### Data deposition

Public database accession is provided for all raw data sets and processing data. These have been deposited in the NCBI Gene Expression Omnibus (GEO); GSE84695 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE84695).

### Statistical analysis

We carried out data and gene expression analysis by RT-qPCR using GraphPad Prim version 5.0. Differences in the averages observed with unpaired t test and Mann-Whitney U test were analysed. Comparisons between different mixtures were carried out using one-way analysis of variance (ANOVA) followed by Dunnett´s *post hoc* test. In addition, we carried out data normalisation and differential expression analysis of sncRNAs-Seq using the DESeq tool of the R/Bioconductor software package. In all analyses, differences with a p-value less than or equal to 0.05 were considered significant.

## Electronic supplementary material

Supplementary information

# Supplementary material for: Chronic low-dose exposure to a mixture of environmental endocrine disruptors induces microRNAs/isomiRs deregulation in mouse concomitant with intratesticular estradiol reduction
**Source:** Sci Rep. 2017 Jun 13;7:3373. doi: 10.1038/s41598-017-02752-7
**Supplement:** Supplementary file 1 — Supplementary information

**Chronic low-dose exposure to a mixture of environmental endocrine disruptors induces microRNAs/isomiRs deregulation in mouse concomitant with intratesticular estradiol reduction**

Julio Buñay 1, Eduardo Larriba 2, Ricardo D. Moreno 1,* and Jesús del Mazo 2,*

**Supplementary Info File**

**Supplementary table legends:**

**Supplementary Table S1:** **GO enrichment analysis of potential mRNA targets of differentially expressed miRNAs.**

GO: enrichment was performed using *ClueGO* and obtained by hypergeometric distribution test, *** p-value threshold less than 0.05.

**Supplementary Table S2: Primers used for RT-qPCR**

**Supplementary figure legends:**

**Supplementary Figure S1:** **Testis injury in mice exposed to the mixture of EDCs.**

A) Quantification of seminiferous tubules with germ cells exfoliated towards the tubular lumen. B) Seminiferous tubules without lumina. C) Frequency of seminiferous epithelium cycles. All graphics represent the mean ± SEM. Comparison between control mice and mice exposed to mixture of EDCs; quantification of 100 seminiferous tubules per each replicate per (n). Mann-Whitney U test, n = 4, * p < 0.05, ** p < 0.01.

**Supplementary Figure S2:** **Dendrogram representing hierarchical clustering analysis of *miR-17* family in the sncRNA-Seq libraries.**

Hierarchical cluster analysis of *miR-17* family in testes of mice exposed to the mixture of EDCs comparing to the control mice; sncRNA-Seq. Expression levels correspond to log2 normalised read counts using DeSeq tool of the R/Bioconductor software package, n = 3, * p ≤ 0.05.

**Supplementary Figure S3:** **Exposure to the mixture of EDCs does not change testosterone and estradiol serum levels.**

Quantification of testosterone and estradiol serum levels by RIA in mice exposed to the mixture of EDCs comparing to the control mice. All graphics represent the mean ± SEM, n = 4, Mann-Whitney U test.

**Supplementary Figure S4: Pilot study for the selection of the dose to be used in the mixture of EDCs.**

A) Quantification of litter size, B) quantification of intratesticular testosterone and estradiol levels by RIA. Control mice and exposed mice to the mixture of EDCs in: high-dose (30 mg/kg-BW/day of each phthalate and 5 mg/kg-BW/day of each alkylphenol), medium-dose (3 mg/kg-BW/day of each phthalate and 0.5 mg/kg-BW/day of each alkylphenol) and low-dose (0.3 mg/kg-BW/day of each phthalate and 0.05 mg/kg-BW/day of each alkylphenol). All graphics represent the mean ± SEM, n = 6, One-way analysis of variance followed by Dunnett´s *post hoc* test, * p < 0.05, ** p < 0.01.

**Supplementary Table S1.**

| **GO analysis of most probable mRNA target of up-regulated miRNAs** | | | |
| --- | --- | --- | --- |
| **GO_Id** | **GO_Term** | **Domain** | **p-value** |
| GO:0033211 | Adiponectin-activated signalling pathway | Process | 2.76E-03 |
| GO:0007064 | Mitotic sister chromatid cohesion | Process | 3.82E-03 |
| GO:0080182 | Histone H3-K4 trimethylation | Process | 3.82E-03 |
| GO:0070208 | Protein heterotrimerisation | Process | 4.61E-03 |
| GO:0070207 | Protein homotrimerisation | Process | 6.49E-03 |
| GO:0061098 | Positive regulation of protein tyrosine kinase activity | Process | 2.66E-03 |
| GO:0010828 | Positive regulation of glucose transport | Process | 2.98E-03 |
| GO:0010623 | Developmental programmed cell death | Process | 3.53E-03 |
| GO:0048806 | Genitalia development | Process | 3.33E-03 |
| GO:0030279 | Negative regulation of ossification | Process | 1.66E-03 |
| GO:0009755 | Hormone-mediated signalling pathway | Process | 2.87E-03 |
| GO:0004879 | RNA polymerase II transcription factor activity | Function | 2.19E-02 |
|  |  |  |  |
| **GO analysis of most probable mRNA target of down-regulated miRNAs** | | | |
| **GO_Id** | **GO_Term** | **Domain** | **p-value** |
| GO:0061419 | Positive regulation of transcription in response to hypoxia | Process | 4.90E-04 |
| GO:0021960 | Anterior commissural morphogenesis | Process | 3.67E-04 |
| GO:0004438 | Phosphatidylinositol-3-phosphatase activity | Function | 1.86E-04 |
| GO:0090394 | Negative regulation of excitatory postsynaptic potential | Process | 4.56E-04 |
| GO:2000644 | Regulation of receptor catabolic process | Process | 4.56E-04 |
| GO:0045906 | Negative regulation of vasoconstriction | Process | 6.27E-04 |
| GO:1902893 | Regulation of pri-miRNA transcription | Process | 6.70E-04 |
| GO:1900745 | Positive regulation of p38MAPK cascade | Process | 8.84E-04 |
| GO:0060749 | Mammary gland alveolus development | Process | 1.88E-03 |
| GO:0051893 | Regulation of focal adhesion assembly | Process | 5.45E-03 |
| GO:0021954 | Central nervous system neuron development | Process | 3.92E-04 |
|  | | | |

**Supplementary Table S2.**

| **Gene** | **Forward** | **Reverse** | **Product length (bp)** |
| --- | --- | --- | --- |
| *Sp1* | TGCCACCATGAGCGACCAAGATCA | TGCTGCTGCTTCGAGTCTGAGAAA | 137 |
| *Star* | CATCAGAGCTGAACACGGTC | CCACCCCTTGAGGTCAATAC | 106 |
| *Cyp11a1* | AAGTATGGCCCCATTTACAGG | TGGGGTCCACGATGTAAACT | 64 |
| *Cyp17a1* | CTCCAGCCTGACAGACATTCTG | TCTCCCACCGTGACAAGGAT | 117 |
| *Hsd3b1* | ACATGGCTCTGGGAGTTATAAGGT | TTAGTGACTGGCAAGGCTTCTG | 129 |
| *Cyp19a1* | GACAGGCACCTTGTGGAAAT | GAGGTTCACGCCACCTACTC | 150 |
| *Nr1h2* | CGCTACAACCACGAGACAGA | TGTTGATGGCGATAAGCAAG | 178 |
| *Drosha* | GGACCATCACGAAGGACACTT | ATGCCCAGTTCCTCTGCTACCT | 87 |
| *Dicer* | GGATGCGATGTGCTATCTGGA | GCACTGCTCCGTGTGCAA | 142 |
| *Xpo5* | GAAGTAGCCCCCTCGTCTGT | AGCAGTGCTGTGCAGACATC | 83 |
| *Ago2* | GCCGTCCTTCCCACTACCAC | GGTATTGACACAGAGCGTGTGC | 121 |
| *Adar 1S* | GGGTCTTGATCGGGGAGA | CTGCCAGAGAGAGGAAGTG | 145 |
| *Lin28b* | GAGTCCAGGATGATTCCAAGA | TGCTCTGACAGTAATGGCACTT | 106 |
| *Zcchc11* | CAGCAAAGAAAGCCACCAGT | AAAAGGCATTCCATCCATCA | 94 |
| *Zcchc6* | CATTAAAAAGGAATGCCCACA | TTCTTTTTGTCTTCATGTAAAAGCAC | 67 |
| *Snd1* | TCTACATCGACTACGGCAACA | GTGCTGAAGGCAGGTGGTA | 73 |
| *Gapdh* | GCTGATGCTCCCATGTTCGTGAT | GTGGTGCAAGAGGCATTGCTGAC | 86 |
| *H2afz* | ACAGCGCAGCCATCCTGGCGTA | TTCCCGATCAGCGATTTGTGGA | 133 |
| *Ppia* | CGCGTCTCCTTCGAGCTGTTTG | TGTAAAGTCACCACCCTGGCACAT | 150 |

**Supplementary Figure S1:** **Testis injury in mice exposed to the mixture of EDCs.**

**
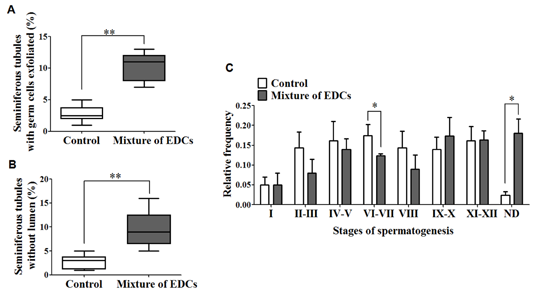
**

**Supplementary Figure S2:** **Dendrogram representing hierarchical clustering analysis of *miR-17* family in the sncRNA-Seq libraries.**

**
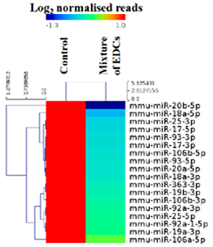
**

**Supplementary Figure S3:** **Exposure to the mixture of EDCs does not change testosterone and estradiol serum levels.**

**
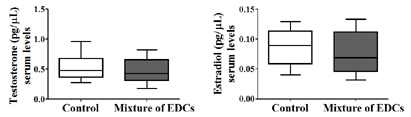
**

**Supplementary Figure S4: Pilot study for the selection of the dose to be used in the mixture of EDCs.**

**
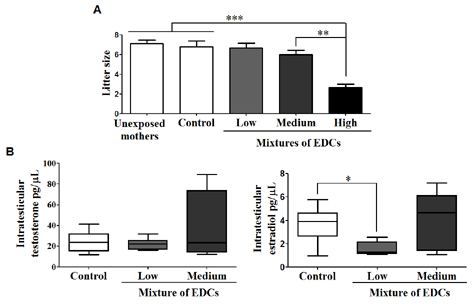
**

How the deposited data were processed for this re-analysis (not part of the article)

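The data are counts of reads per mature miRNA from sncRNA-Seq of mouse testes at postnatal day 60, with 1 library from a pool of control mice and 1 from a pool of mice exposed to the mixture of EDCs. Each pool held equal amounts of RNA (n = 3 in the paper), so n counts what was pooled and not libraries. The counts were deposited by the authors as whole reads per mature miRNA, with no normalisation. The authors checked read quality with FastQC, removed adapters with cutadapt and discarded reads shorter than 12 nucleotides. They aligned the reads to mm10 with bowtie, with at most 3 mismatches and keeping all alignments of the best kind, and counted them with HTSeq on the annotation of miRBase v21. The paper's own fold changes come from DESeq. The versions of these tools are not given in the sources used here.

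A read that matches near-identical hairpins can be placed on more than 1 of them or be set aside. Values of miRNAs with close copies are therefore uncertain. Among them are miR-465a, miR-465b and miR-465c, members with the seed of miR-17-5p, the let-7 and miR-30 families and the Sfmbt2 cluster. The same holds for miRNAs with more than 1 hairpin, such as miR-133a-3p (2) and miR-467a-5p (10). No read was set aside as aligned to more than 1 place, so such a read may be counted at each hairpin. Intervals and p may then be too small. The counts also hold a line of ambiguous reads, 2919 in the control library (0.528% of its reads) and 2595 in the library of exposed mice (0.515%), which name no miRNA and were left out of totals and tests. The remaining totals were 550261 and 501539 reads. The median tested miRNA had 65.5 reads in control and 56 in exposed mice, so that a change of about 2.04-fold lies at the edge of the counting error of a miRNA with 20 reads, against 1.07-fold at 2000 reads.

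The counts were divided by size factors from the median of ratios, and the log2 ratio of exposed to control mice was computed with an exact Clopper-Pearson interval for the share of the reads of the exposed library. Each of the 484 mature miRNAs with at least 10 reads in both libraries together was tested with a 2-sided exact binomial test, adjusted by Benjamini-Hochberg. A miRNA was called higher or lower at an adjusted p under 0.05 with a log2 ratio of at least 0.5 in size. The size minimum lies just under the smallest change of Table 2, which had been read. With 1 library per condition these tests compare the libraries and not the conditions, and no spread between mice enters them.

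The miRNAs named in the text were chosen by a rule: all that the paper names in Table 2, for RT-qPCR and in the miR-17 family, the 10 with the largest increase and the 10 with the largest decrease among those called with at least 50 reads, the 10 with the most reads, and up to 4 of each list, those with the most reads. Other miRNAs are named where a count was small, or as examples of arms of a hairpin, and were chosen after their values were seen. Lists of miRNAs were fixed as well: the miR-17 family clusters, the miR-34 and miR-449 family, the miR-15/16 family, the X-linked germ cell clusters, the Dlk1-Dio3 cluster, the Sfmbt2 cluster, the let-7, miR-30 and miR-378 families, the miR-183 cluster, the cluster of miR-290 to miR-295, p53-induced and spermatogonial miRNAs, miR-202, and markers of red and white blood cells, endothelium, smooth muscle, striated muscle, epithelium and liver. The median log2 ratio of each list with at least 3 tested members was placed among 10000 random lists of the same size. Each member was drawn at random from the miRNAs nearest to it in rank of abundance. The percentile describes these libraries and is no p-value. The tests, the lists, the rule for names and the alternatives were fixed before the data were examined, except where the text says otherwise.

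The alternatives were scaling by total reads, by edgeR's TMM and by total reads without the 10 most abundant miRNAs, a pseudocount of 0.5, no filter or one of 50 reads, a size minimum of 1.0 or none, and edgeR's exact test with a dispersion estimated over both libraries taken as 1 group, at an unadjusted p of at most 0.05 and, added later, at an adjusted p under 0.05, from which only calls are given. The methods were tested on simulated counts drawn from the real levels of the 2 libraries with counting error only. Of 200 miRNAs changed by 1.5, 2 or 4 times, 44.4%, 67.9% and 90.8% were called over 20 draws, or 65.0%, 92.4% and 99.8% of those with at least 50 reads. With no change, at most 1 of the 484 miRNAs was called in any of 20 draws, and 96.3% of the intervals held the true ratio. Positions of hairpins were taken from the RefSeq gene table of GRCm38, the assembly named mm10, and set beside the GENCODE M21 annotation of the same build for host genes and strand. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, R 4.3.3, edgeR 4.0.16 and limma 3.58.1. Precursor miRNAs, isomiRs, RT-qPCR, mRNA, histology and hormone measurements were not analysed here.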

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

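The tests of counting error and of near-identical copies, and the adjusted p of edgeR's test, were chosen only after the result was seen, and the test of the GC content of the arms was written before its result was seen.

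The paper's text and tables do not discuss 6 miRNAs that rose or fell by the rule used here. Their adjusted p from the exact binomial test was under 0.05 and their log2 ratio at least 0.5 in size. The log2 ratio of exposed to control mice was −0.63 for miR-878-3p, −0.52 for miR-465a-3p, −0.67 for miR-339-5p, −0.68 for miR-7218-3p and −0.69 for miR-133a-3p, and 0.58 for miR-130b-5p. The control library is the only reference for these values, and with 1 library per condition no level of chance between libraries could be had. Reads of miR-133a-3p may be counted at both of its 2 hairpins, so its p may be too small. miR-465a-3p has near-identical copies, miR-465b-3p (−0.36) and miR-465c-3p (−0.42), which were lower as well but under the size minimum. With a dispersion estimated over both libraries taken as 1 group, none of the 6 was called by edgeR's exact test at an adjusted p under 0.05. All but miR-130b-5p were called at an unadjusted p of at most 0.05. That test called 15 of the 484 miRNAs at that p, a share below 0.05, so these calls do not stand out from chance.

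For 3 of the 6 the other arm of the same hairpin differed from them at an adjusted p under 0.05. miR-878-5p was at −0.13, miR-465a-5p at 0.06 and miR-7218-5p at −0.09. The arms of miR-339 did not differ at that level (adjusted p = 0.145 from Fisher's exact test). miR-133a and miR-130b, without 50 reads on each arm, were not tested. Among 80 hairpins with at least 50 reads on each arm, the log2 ratios of the arms differed in 16 (20%) at an adjusted p under 0.05 from Fisher's exact test on the reads, against at most 1 in simulated counts with no change, which argues against counting error alone. Of the 49 hairpins with no lettered copy, 8 differed, so reads shared between near-identical copies do not account for all of them. The GC content of the arms, taken over the 5p and 3p sides of the hairpin, stays open. Spearman's rho across 74 hairpins was 0.0627, with a bootstrap interval from −0.17 to 0.31. No biological explanation was tested, since the exposure and the preparation of the library were not separated in a design with 1 library per condition.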

How the results depend on the processing

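The unadjusted p with the size minimum and the adjusted p of edgeR's exact test were alternatives chosen after seeing the data. Scaling by total reads, by TMM or without the 10 miRNAs with the most reads shifted every log2 ratio by −0.05, 0.03 and −0.03. Shifts so far under the size minimum could not reverse a call. Among 98 miRNAs, 8 values of miRNAs that were not called changed sign over these scalings and the pseudocount of 0.5. Over all tested miRNAs the scalings gained 6, 1 and 3 calls, and TMM lost 2 (miR-3085-3p and miR-465a-3p). The number of miRNAs past the rule was 14, and 20, 13 and 17 with these scalings, 14 with a pseudocount of 0.5, 13 with no filter, and 12 with a filter of 50 reads. With edgeR's exact test and a dispersion over both libraries taken as 1 group it was 15 at an unadjusted p of at most 0.05 and 0 at an adjusted p under 0.05, so that none of the 14 calls, of the 8 in Table 2, of the 1 in the miR-17 family or of the 3 chosen for RT-qPCR was left (0 of each). That dispersion takes every difference between the libraries as spread. The 15 calls are a share of the tested miRNAs below 0.05 and do not stand out from chance. The number past the rule was 5 with a size minimum of 1.0 and 85 with no size minimum. It was 33 with an unadjusted p of at most 0.05 and the same size minimum. Of the 10 miRNAs of Table 2, 8 were called, but 4 with a filter of 50 reads and 5 with a size minimum of 1.0. Of the miR-17 family 1 was called, but 0 with a size minimum of 1.0, 7 with no size minimum and 2 with an unadjusted p. Of the 5 miRNAs chosen for RT-qPCR 3 were called, but 0 with a size minimum of 1.0. The filter and the size minima change these counts by their construction. Detected miRNAs fell from 40.5% of the mature miRNAs in control mice and 39.9% in exposed mice to 26.0% and 25.0% with a minimum of 5 reads, also by construction. Of the lists, 1 lay outside the central 95% of matched lists, and 2 with a filter of 50 reads, when the Sfmbt2 cluster was added; the cause was not tested. The median of the miR-17 family (−0.30) kept its sign, which shifts of the size of the scalings could not have turned. Depth limits the miRNAs with few reads, among them 6 of Table 2. No paired analysis was possible because each condition has 1 library.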

Differences from the paper's values

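For miR-7a-1-3p the paper's log2 value from sncRNA-Seq is about −0.1 in Fig. 5, read by eye, and the value from the deposited counts is 0.84 with an interval from −0.19 to 1.92, which includes the paper's value. The alternatives set before the data were examined gave 0.79 with scaling by total reads, 0.87 with TMM, 0.81 without the 10 most abundant miRNAs and 0.82 with a pseudocount of 0.5, and with none of them did the value come within the paper's.

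The paper states that only miR-18a-5p and miR-20b-5p of the miR-17 family were lower and the other members did not differ. In the deposited counts miR-18a-5p was past the rule and miR-20b-5p was not (adjusted p = 0.108 from the exact binomial test, log2 ratio −1.29). Of the 18 tested members 17 lay below 0, and 7 were lower at an adjusted p under 0.05 at any size, with log2 ratios of −0.40 for miR-25-3p and −0.39 for miR-17-5p. The paper also states that miR-18a-5p was the only miRNA of its cluster to differ, whereas miR-17-5p and miR-20a-5p of the same cluster were lower at any size by the test of counting error. With edgeR's exact test and a dispersion over both libraries neither of them was called, at an unadjusted p of at most 0.05 or at an adjusted p, and nor was miR-18a-5p. The paper took miR-99b-5p as a miRNA with no change, and its log2 ratio was −0.18 with an interval from −0.26 to −0.10, under the size minimum.

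The paper calls 10 mature miRNAs at a p of at most 0.05 and names no adjustment or size minimum in its text, so its count and the 14 found here rest on different thresholds. The log2 ratios of all 10 equal those of Table 2 to 4 decimals. Of the 10, miR-382-5p and miR-20b-5p were not past the rule. Both were called at an unadjusted p of at most 0.05 by edgeR's exact test with a dispersion over both libraries taken as 1 group, set before the data were examined, which at that p called 9 of the 10 and dropped miR-18a-5p. At an adjusted p under 0.05, looked at after seeing the data, the same test called 0 of the 10. Its 15 calls at the unadjusted p, over all tested miRNAs, were a share below 0.05 and do not stand out from chance. The calls of miR-382-5p and miR-20b-5p by that test are among them. Both were also called by the exact binomial test with an unadjusted p of at most 0.05 and the size minimum. That setting, chosen after seeing the values, called 33 miRNAs and dropped none of the 10. Outside Table 2, miR-878-3p (−0.63) and miR-339-5p (−0.67) had larger changes than miR-15b-5p (−0.57) and miR-18a-5p (−0.55), which the paper calls. With scaling by total reads the log2 ratio of miR-34b-5p was 0.54, against the paper's 0.5968 in Table 2.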

Other observations

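The tests of reads shared within the miR-17 family and both tests of the miR-34b/c cluster were chosen only after the result was seen, and the test of GC content was written before its result was seen.

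In several hairpins the arms lay apart in exposed mice, with log2 ratios on either side of 0. In the X-linked clusters miR-465b-5p was at 0.33 and miR-465b-3p at −0.36, miR-743a-5p at 0.41 and miR-743a-3p at −0.28, and, the other way round, miR-471-5p at −0.12 and miR-471-3p at 0.44. In the miR-30 family miR-30e-5p was at 0.33 and miR-30e-3p at −0.18. The arms of miR-7221 were farthest apart, at −0.61 for the 5p arm and 0.66 for the 3p arm, with 104 and 60 reads in control and exposed mice on the 5p arm and 28 and 39 on the 3p arm. Of the 16 hairpins whose arms differed, 13 had arms of opposite sign with scaling by the median of ratios, and the 5p arm was the higher one in 11. The 3p arm was higher in 5, miR-471, miR-871, miR-7221, miR-7230 and miR-7233, all without a lettered copy. Without a copy, only miR-468, miR-878 and miR-7218 had the higher 5p arm. The lean to 5p thus came from hairpins with lettered copies, where reads may be shared. Across the 80 hairpins the log2 ratios of the arms had a Pearson's r of −0.0025 (hairpins are not independent replicates).

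Among the 10 miRNAs with the most reads, miR-148a-3p had the largest difference after miR-34b-5p, with 14829 reads in control and 17096 in exposed mice (log2 ratio 0.39, interval 0.36 to 0.42). It lay under the size minimum and the paper does not report it.

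The miR-17 family clusters lay below matched miRNAs in the library of exposed mice. A trend of the log2 ratio with the GC content of the arm does not account for this: after it was removed the family median was −0.29 and its percentile among matched lists 0.145, over 16 of the 18 members (88.9%), against −0.31 and 0.13 before. Reads moved from one member with the seed of miR-17-5p to another would leave their sum unchanged, and the sum of the 6 members was lower, from 10012 to 7006 reads (log2 ratio −0.329, interval −0.37 to −0.28). A read placed on more than 1 member or set aside would change the sum, though, so reads shared between these 6 stay open as an explanation for them. The other members lower at any size lie outside the 6: miR-18a-5p (−0.55), miR-25-3p (−0.40), miR-19b-3p (−0.20) and miR-92a-3p (−0.10). Sharing within the 6 would not lower these, which argues against it as the cause of the whole family pattern. Sharing of their own reads with other miRNAs was not tested. No biological explanation was tested, and an effect of the exposure and a difference between single libraries for other reasons both stay open, since each condition has 1 library.

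miR-34b-5p rose while the other mature miRNAs of its cluster did not. More of the whole transcript would raise all of them, but the highest upper bound among the others was 0.0869, under the lower bound of 0.56 for miR-34b-5p. If reads of the abundant miR-34c-5p had been counted as miR-34b-5p instead, the 5378 normalised reads gained would leave a log2 loss of −0.19 in miR-34c-5p against miR-34b-3p and miR-34c-3p, and the value was −0.00295 with an interval from −0.08 to 0.07. Reads placed on both would leave no such loss, and this stays open. An effect of the exposure on the miR-34b-5p arm was not tested apart from the preparation of the libraries, and both stay open.

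The percentages of Table 2 match a construction that its heading does not name. All 20 percentages of mature miRNAs equal, to 4 decimals, the normalised reads divided by the un-normalised total of each library with its ambiguous reads, and 2 of the 20 equal the plain share of the mature miRNA reads. For miR-34b-5p the log2 ratio of the plain shares was 0.54, that of the construction 0.73, and that of the normalised reads 0.60. The numbers of detected mature miRNAs in the paper, 772 and 761, are the numbers of lines with at least 1 read when the line of ambiguous reads is included, and 771 and 760 are those of miRNAs.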
